# One-Month Diesel Exhaust Inhalation Produces Hypertensive Gene Expression Pattern in Healthy Rats

**DOI:** 10.1289/ehp.11647

**Published:** 2008-09-12

**Authors:** Reddy R. Gottipolu, J. Grace Wallenborn, Edward D. Karoly, Mette C. Schladweiler, Allen D. Ledbetter, Todd Krantz, William P. Linak, Abraham Nyska, Jo Anne Johnson, Ronald Thomas, Judy E. Richards, Richard H. Jaskot, Urmila P. Kodavanti

**Keywords:** air pollution, cardiac gene expression profile, diesel exhaust, hypertension, mitochondria, particulate matter

## Abstract

**Background:**

Exposure to diesel exhaust (DE) is linked to vasoconstriction, endothelial dysfunction, and myocardial ischemia in compromised individuals.

**Objective:**

We hypothesized that DE inhalation would cause greater inflammation, hematologic alterations, and cardiac molecular impairment in spontaneously hypertensive (SH) rats than in healthy Wistar Kyoto (WKY) rats.

**Methods and results:**

Male rats (12–14 weeks of age) were exposed to air or DE from a 30-kW Deutz engine at 500 or 2,000 μg/m^3^, 4 hr/day, 5 days/week for 4 weeks. Neutrophilic influx was noted in the lung lavage fluid of both strains, but injury markers were minimally changed. Particle-laden macrophages were apparent histologically in DE-exposed rats. Lower baseline cardiac anti-oxidant enzyme activities were present in SH than in WKY rats; however, no DE effects were noted. Cardiac mitochondrial aconitase activity decreased after DE exposure in both strains. Electron microscopy indicated abnormalities in cardiac mitochondria of control SH but no DE effects. Gene expression profiling demonstrated alterations in 377 genes by DE in WKY but none in SH rats. The direction of DE-induced changes in WKY mimicked expression pattern of control SH rats without DE. Most genes affected by DE were down-regulated in WKY. The same genes were down-regulated in SH without DE producing a hypertensive-like expression pattern. The down-regulated genes included those that regulate compensatory response, matrix metabolism, mitochondrial function, and oxidative stress response. No up-regulation of inflammatory genes was noted.

**Conclusions:**

We provide the evidence that DE inhalation produces a hypertensive-like cardiac gene expression pattern associated with mitochondrial oxidative stress in healthy rats.

Traffic-related ambient particulate matter (PM) exposures, including diesel exhaust (DE), are relevant because of increased risk of cardiovascular mortality in populations residing close to highways with dense vehicular transit (Tonne et al. 2007). Cardiac ischemia and myocardial infarction have been associated with DE and traffic-related PM exposures in healthy and compromised humans (Mills et al. 2007; Tonne et al. 2007). A number of studies have also demonstrated vasoconstriction, endothelial dysfunction, thrombosis, and hypertension in humans and disease-prone animals (Brook 2005, 2007; Campen et al. 2005; Carlsten et al. 2007; Hansen et al. 2007; Mills et al. 2005, 2007; Peretz et al. 2008; Tornqvist et al. 2007; Urch et al. 2005). Most of these effects have been observed after acute exposure. It is not known if cardiac effects of DE are independent of or secondary to pulmonary inflammation and vascular activation/thrombosis.

The prevalent mechanistic explanations of how DE exposure causes health effects include involvement of oxidative stress. DE contains a variety of redox-cycling quinones and poly-cyclic aromatic hydrocarbons (Shimada et al. 2004). A number of *in vitro* and *in vivo* studies have demonstrated that DE produces oxidative stress and inflammation in the lung and systemic vasculature (Sagai et al. 1993). Although reactive organic DE constituents likely translocate to the systemic circulation (Persson et al. 2002), it is not clear if extra-pulmonary effects are mediated by interaction of DE with vasculature.

Oxidative stress has been demonstrated as a major risk factor for chronic diseases, including cardiovascular disease (Abrescia and Golino 2005). To understand the role of underlying oxidative stress in exacerbation of PM cardiopulmonary toxicity, we have used the spontaneously hypertensive (SH) rats in several of our studies (Kodavanti et al. 2000; 2002; Wallenborn et al. 2007). We have shown that pulmonary oxidative stress, vascular leakage, and systemic effects of PM are exacerbated in SH relative to normotensive parental Wistar Kyoto (WKY) rats. However, we could not demonstrate greater incidence of cardiac pathology after subchronic exposure to combustion source PM (Kodavanti et al. 2003). SH rats demonstrate a host of abnormalities, including increased systemic oxidative stress and mitochondrial impairment in the heart (Zhou et al. 2008). In this study, we hoped to gain insight into how cardiovascular susceptibilities of SH and WKY rats differ after DE exposure.

Antioxidant enzymes play a crucial role in compensatory response after tissue injury. These enzymes themselves are vulnerable to inactivation by increased free radicals resulting in inhibition (Tsutsui et al. 2006; Ullrich and Kissner 2006). The enzymes of the tricarboxylic acid cycle and electron transport chain within mitochondria are also sensitive to inhibition by reactive oxygen species (Abrescia and Golino 2005; Ullrich and Kissner 2006). Because mitochondria produce the most free radicals during aerobic respiration, especially in the heart, inhibition of activities of iron sulfur cluster-containing mitochondrial enzymes has been used to demonstrate increased oxidative stress (Tsutsui et al. 2006).

Because DE produces oxidative stress (Sagai et al. 1993) and SH rats demonstrate mitochondrial defects with oxidative stress (Leary et al. 2002; Zhou et al. 2008), we hypothesized that, in SH, DE exposure will lead to greater cardiac toxicity and mitochondrial impairment than in WKY rats. We further postulated that cardiac gene expression will be differentially affected by DE in these rats and will provide mechanistic insight into how DE may produce functional impact differently in healthy and hypertensive rats. We exposed WKY and SH rats to DE for 4 weeks and determined biochemical and molecular measures of cardiopulmonary toxicity. We also analyzed cardiac ultrastructural changes, oxidative stress, and gene expression pattern using Affymetrix arrays (Affymetrix Inc., Santa Clara, CA, USA). Our data demonstrate cardiac mitochondrial oxidative stress and development of a hypertensive gene expression pattern in WKY rats, characterized by a generalized suppression of genes that are already suppressed in SH rats at baseline without DE.

## Materials and Methods

### Animals

Healthy male WKY rats, and SH rats, 12–14 weeks of age, were purchased from Charles River Laboratories Inc. (Raleigh, NC, USA). Rats were housed in an animal facility approved by the Association for Assessment and Accreditation of Laboratory Animal Care. Prior to the experimental period, rats were acclimatized for at least 2 weeks under controlled conditions (21 ± 1°C, 50 ± 5% relative humidity, 12-hr light-dark cycle). Use of animals in this study was preapproved by the National Health & Environmental Effects Research Laboratory (NHEERL), U.S. Environmental Protection Agency (EPA) Animal Care and Use Committee. Animals were single housed in polycarbonate individually ventilated cages with beta chip bedding during the experimental period. All animals received standard Purina rat chow (Purina Mills, Brentwood, MO, USA) and water *ad libitum*. Animals were treated humanely and with regard for alleviation of suffering.

### DE generation and exposure characterization

DE was generated by operating a 30-kW (40 hp) 4-cylinder indirect injection Deutz diesel engine (BF4M1008; DEUTZ AG, Koln-Parz, Germany) essentially as described by Stevens et al. (2008) [see Supplemental Material (http://www.ehponline.org/members/2008/11647/suppl.pdf)]. A small portion of the exhaust was routed to a dilution system and passed through two-stage air dilution and was then routed to Hinner exposure chambers. Three Hinner exposure chambers were used (0, 500, and 2,000 μg/m^3^) in parallel. Two chambers pulled directly from the dilution system and contained diluted flue gas and target PM concentrations of 2,000 μg/m^3^, with additional dilution at the second chamber of 500 μg/m^3^. The third chamber (air control) pulled clean, filtered room air [see Supplemental Material (http://www.ehponline.org/members/2008/11647/suppl.pdf)].

In addition to nitric oxide (NO) and DE mass measurements, we used continuous emission monitors (CEMs) to measure chamber concentrations of oxygen (O_2_; model 755, Beckman Corp., La Habra, CA, USA), carbon monoxide (CO; model 48, Thermo Electron Corp., Franklin, MA, USA), nitrogen dioxide (NO_2_; model 42c, Thermo Electron Corp., Franklin, MA, USA), and sulfur dioxide (SO_2_; model 43c; Thermo Electron Corp.). The concentrations of gaseous components varied between two chambers in line with the high and low DE mass concentrations (Table 1). Particle size distributions were characterized using a scanning mobility particle sizer (SMPS; model 3080/3022a; TSI Inc., St. Paul, MN, USA) and an aerodynamic particle sizer (APS; model 3321; TSI Inc.). Chamber temperature and relative humidity were monitored continuously. Integrated 4-hr filter samples (14.1 L/min) were collected daily from each chamber and analyzed gravimetrically to determine particle concentrations. In addition, triplicate quartz filter samples were collected daily from the exposure chambers and analyzed using a thermal/optical carbon analyzer (model 107, Sunset Laboratory Inc., Tigard, OR, USA) to determine organic carbon/elemental carbon (OC/EC) partitioning of the collected particles. A summary of these data are depicted in Table 1. To accommodate all types of tissue analysis using three groups of rats [*n* = 6 for pathology and molecular analysis; *n* = 6 for cardiac mitochondria isolation, and *n* = 3 for cardiac transmission electron microscopy (TEM)], the DE exposures were conducted over 6 weeks (Monday through Friday); each group of animals began on a different day and received a total of 4 weeks of exposure. Thus, the data in Table 1 represent average values of a 6-week (5 days/week) exposure period.

### Exposure of rats to air or DE

Animals were periodically monitored for changes in breathing parameters using barometric whole-body plathysmography system (Buxco Electronics, Inc., Sharon, CT, USA) to obtain data on pulmonary ventilation as described previously (Kodavanti et al. 2005). Each group of rats was exposed to air or DE (500 and 2,000 μg/m^3^), 4 hr/day, 5 days per week for 4 consecutive weeks, and necropsies were performed 1 day after the final exposure.

### Necropsy and sample collection

At designated time points, rats were weighed and anesthetized with intraperitoneal sodium pentobarbital (50–100 mg/kg). Blood was collected from the abdominal aorta directly into blood collection tubes containing EDTA (for complete blood counts), citrate (for plasma protein analysis), or in serum separator tubes without an anticoagulant for cytokine assays. In the first set of animals (*n* = 6), the heart was removed, blotted dry, weighed, and cut into two mid-longitudinal halves. One half was fixed in 10% neutral formalin for histologic evaluation. From the second half, the right ventricle was discarded, and portions of the left ventricle plus septum were snap-frozen in liquid nitrogen and retained for enzyme activity analysis and RNA isolation.

The trachea was cannulated, and the left lung was tied. The right lung was lavaged with Ca^++^/Mg^++^–free phosphate-buffered saline (pH 7.4) as described previously (Wallenborn et al. 2007). The left lung was tracheally fixed with neutral formalin for later histologic evaluation.

### Bronchoalveolar lavage fluid (BALF) analysis

Aliquots of BALF were used to determine total cell counts with a Z1 Coulter Counter (Coulter, Inc., Miami, FL, USA). A second aliquot was centrifuged (Shandon 3 Cytospin, Shandon, Pittsburg, PA, USA) to prepare cell differential slides. Slides were dried at room temperature and stained with Leukostat (Fisher Scientific Co., Pittsburg, PA, USA). Macrophages and neutrophils were counted using light microscopy. At least 300 cells were counted on each slide. The remaining BALF was centrifuged at 1,500 × *g* to remove cells, and the supernatant fluid was analyzed for markers of lung injury. Total protein, albumin, lactate dehydrogenase activity, *N*-acetyl glucosaminidase activity, and γ-glutamyl transferase (GGT) activity were measured as described previously (Wallenborn et al. 2007).

### Blood chemistry and cytology

Aliquots of EDTA-collected blood were analyzed for complete blood counts by a Beckman-Coulter AcT blood analyzer (Beckman-Coulter Inc., Fullerton, CA, USA). Each blood sample containing citrate anticoagulant was centrifuged at 4,500 rpm for 10 min at 4°C. Plasma fibrinogen, activated plasma thromboplastin time, and plasma thromboplastin time were measured in citrated plasma by Laboratory Corporation Inc., Durham, NC, USA. Angiotensin-converting enzyme (ACE) activity was measured using reagents and controls from Sigma Aldrich, St. Louis, MO, USA. C-Reactive protein (CRP) was measured using an SPQ II kit that contained its own calibrations and controls (Diasorin Inc., Stillwater, MN, USA). D-Dimer measurements were performed using a kit obtained from Kamiya Biomedical Company (Seattle, WA, USA). Total antioxidant status was determined using a kit from RANDOX Laboratories Ltd. (Oceanside, CA, USA). These assays were modified and adapted for use on the KONLAB clinical chemistry analyzer (Thermo Clinical Labsystems, Espoo, Finland).

### Determination of cytokines in BALF and serum

Serum and BALF samples were analyzed using a 24 rat cytokine/chemokine Lincoplex Kit (Linco Research Inc., St. Charles, MO, USA). Samples were processed according to protocol using Luminex 100 system (Luminex Corporation, Austin, TX, USA). Sample values were normalized based on standard curve for each protein and data were calculated using Luminex software. Note that not all markers provided positive values for samples analyzed.

### Lung and heart light microscopy and cardiac TEM

Tissues from heart and lung were processed, embedded in paraffin, sectioned at 5 μm, and stained with hematoxylin and eosin (H&E) for pathological analysis as previously described (Nyska et al. 2005). A separate group of rats (*n* = 3 for each control and 2,000 μg/m^3^ group) were anesthetized and exsanguinated via the abdominal aorta. Hearts were quickly removed and processed for TEM [see Supplemental Material (http://www.ehponline.org/members/2008/11647/suppl.pdf)].

### Preparation of cardiac cytosol, mitochondria, and whole homogenates

Cardiac tissues from a separate group of rats (*n* = 6) were excised quickly. The lung tissue was processed as indicated above. The right ventricle was discarded. A small portion of the left ventricle was quick-frozen for later homogenization, and the remaining large portion was homogenized and processed as indicated earlier for isolation of mitochondria and cytosol (Wallenborn et al. 2008).

### Analysis of oxidative stress-sensitive enzyme markers

Activities of aconitase, superoxide dismutase, glutathione peroxidase, glutathione transferase, thio redoxin reductase, isocitrate dehydrogenase, and ubiquinone reductase were measured spectrophotometrically in cytosolic and/or mitochondrial fractions [see Supplemental Material (http://www.ehponline.org/members/2008/11647/suppl.pdf)].

### RNA isolation

Heart total (left ventricle) RNA was isolated from tissues snap-frozen in liquid nitrogen using TriReagent (Sigma). RNA was further purified with Qiagen Rneasy minicolumns (Qiagen, Valencia, CA, USA) and resuspended in 50 μL diethylpyrocarbonate-treated water according to the manufacturer’s protocol. RNA quality was assessed with an Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA, USA). All samples had a 28S/18S ratio ≥ 2.0 and were stored at −80°C for gene chip analysis or their use in real-time polymerase chain reaction (PCR).

### Microarray target preparation and hybridization

Expression Analysis Inc. (Durham, NC, USA) performed RNA target preparation and hybridization to the Affymetrix GeneChip Rat 230A microarray containing 15,923 probe sets and expressed sequence tags (Affymetrix Inc.). The process for cRNA synthesis, hybridization, visualization, and quantification are described elsewhere (Gilmour et al. 2006). Fluorescent images were detected in a GeneChip Scanner 3000 (Affymetrix), and expression data were extracted using the default setting in the Microarray Suite 5.0 software (Affymetrix). For microarray purposes, four biological replicates were collected for each group (air and 2,000 μg/m^3^ DE-exposed rats of each strain).

### Real-time PCR

To confirm the Affymetrix gene array data, we performed real-time quantitative PCR for β-actin, hemeoxygenase-1, and endothelin-1 using heart RNA derived from air and DE-exposed WKY and SH rats as described previously (Gilmour et al. 2006). Fold values for expression changes observed using PCR are in general agreement with the values obtained from the microarray data [see Supplemental Material, Table 1 (http://www.ehponline.org/members/2008/11647/suppl.pdf)].

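On the left ventricle arrays Hmox1, heme oxygenase-1, had a signal of 145 ± 28.8 (SD, n = 4) in WKY-air, 121 ± 46.6 in WKY-DE, 198 ± 48.8 in SH-air and 177 ± 20.3 in SH-DE. Its DE effect did not pass the test in WKY (log2 fold change −0.27, SE 0.22, limma adjusted p = 0.512) or SH rats (log2 fold change −0.13, SE 0.22, limma adjusted p = 0.971). Edn1, which encodes the vasoconstrictor endothelin-1, was 107 ± 10.99 in WKY-air, 198 ± 60.0 in WKY-DE, 122 ± 25.6 in SH-air and 114 ± 21.8 in SH-DE. Its DE effect passed the test in neither WKY (log2 fold change 0.76, SE 0.20, limma adjusted p = 0.0594) nor SH rats (log2 fold change −0.08, SE 0.20, limma adjusted p = 0.983). The probe sets of β-actin are assigned to several genes and are not given.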

### Statistical analysis

All data other than Affymetrix were analyzed by two-way analysis of variance (ANOVA) with strain and exposure as two factors using SigmaStat software, version 3.5 (Systat Software, Inc., Point Richmond, CA, USA). In the case of significant interaction (*p* < 0.05), stepdown ANOVA was used to test for main effect with DE. Pairwise comparisons between groups were made using the Holm-Sidak method. Statistical significance was stated when a minimum *p*-value of 0.05 or less was reached.

### Statistical analysis for gene chip data

We imported Affymetrix CEL data files into R, an open-source statistical scripting language (R Foundation for Statistical Computing 2008) used in conjunction with the Bioconductor project (Gentleman et al. 2004). Normalized values with Robust Multichip Average background correction, quartile normalization, and median polish were calculated with the R/bioconductor package AffylmGUI (Irizarry et al. 2003). A linear model was fitted to the data and used to average data between replicate arrays and to identify variability between them. Contrasts between groups were used to generate *p*-values, moderated *t* statistics, Empirical Bayes statistics, and M value [log_2_ (ratio)]. Probe sets with a *p*-value < 0.01 after an adjustment with a Benjamini and Hochberg false discovery rate (FDR, 5%) test were judged by the limma package to be significant within group contrasts. The following contrasts were made for this study: SH-air/WKY-air, SH-DE/SH-air, SH-DE/WKY-air, WKY-DE/WKY-air. Probe sets lacking an entrez gene ID or identified as hypothetical proteins were removed from the gene lists.

The microarray data were deposited in the Gene Expression Omnibus Web site (accession number GSE9694; National Center for Biotechnology Information 2008). The heat maps for the differentially expressed gene lists were generated using the Institutes of Genomic Research Multiexperiment Viewer (TIGR MeV, version 4.0; Saeed et al. 2003).

## Results

### DE exposure characteristics

Table 1 shows a summary of the 30-day average exposure data (4 hr/day × 5 days/week × 6 weeks) for the low (500 μg/m^3^) and high (2,000 μg/m^3^) DE concentrations. These target chamber concentrations were achieved with low variability either within a particular 4-hr exposure or between different days. CO, NO, NO_2_, and SO_2_ concentrations in the high chambers averaged 4.8, 5.9, 1.2, and 0.3 ppm, respectively. Concentrations in the low chamber were proportionally lower or below detection levels, as indicated. Geometric median number and volume (assuming spherical particles) diameters of approximately 85 and 220 nm, respectively, were measured in both chambers. It should be noted, however, that the SMPS system (with long column) limited measurements to particles greater than approximately 15 nm. OC/EC weight ratios of 0.3 from both chambers indicate that approximately 23% of the DEP was composed of organic carbon. Body weight gain for control rats was similar to those exposed to DE. Whole-body plathysmography measurement of breathing parameters revealed rat strain-dependent but no exposure-related significant differences [see Supplemental Material, Figure 1 (http://www.ehponline.org/members/2008/11647/suppl.pdf)].

### Pulmonary injury and systemic health effects of DE exposure

A number of pulmonary and cardiovascular biomarkers were assessed to understand their potential contribution in cardiac impact of DE [see Supplemental Material, Table 2 (http://www.ehponline.org/members/2008/11647/suppl.pdf)]. DE exposure did not result in a significant increase in total BALF cells (Figure 1A). Neutrophils increased in DE concentration-dependent manner in both strains to a similar extent (Figure 1B). The baseline neutrophil count was high in SH compared with WKY rats, as noted previously (Kodavanti et al. 2000). Strain-related differences were also apparent in BALF injury markers such as protein, albumin (SH > WKY), and GGT activity (WKY > SH) (Figure 2A–C). DE exposure did not increase BALF protein or albumin in either strain. However, a small but significant increase in GGT activity was noted in both SH and WKY rats at high DE concentration (Figure 2C). Strain differences were apparent in basal levels of several cytokines in BALF (GMCSF, IL-9, IL-18, GRO/KC, RANTES, VEGF), but no consistent exposure-related changes were apparent [see Supplemental Material, Table 3 (http://www.ehponline.org/members/2008/11647/suppl.pdf]. Similarly, no DE exposure-related changes were observed in serum cytokine (MCP-1, GMCSF, IL-9, IL-18, Gro/KC, RANTES, Leptin) levels [see Supplemental Material, Table 4 (http://www.ehponline.org/members/2008/11647/suppl.pdf)]. Plasma prothrombin time and activated partial thromboplastin time values were similar in both strains and did not change as a result of DE [see Supplemental Material, Table 5 (http://www.ehponline.org/members/2008/11647/suppl.pdf)]. As we noted earlier (Kodavanti et al. 2002), plasma fibrinogen levels were slightly higher in SH than in WKY rats. DE did not cause any change in either strain [see Supplemental Material, Table 5 (http://www.ehponline.org/members/2008/11647/suppl.pdf)]. Further, no consistent DE effects were noted in hematologic parameters. Rat strain differences were seen in hemoglobin and platelets [see Supplemental Material, Table 6 (http://www.ehponline.org/members/2008/11647/suppl.pdf)]. Also, plasma total antioxidant capacity, ACE activity, CRP, and D-dimer levels remained unaffected by DE [see Supplemental Material, Table 6 (http://www.ehponline.org/members/2008/11647/suppl.pdf)].

### Pulmonary and cardiac histology

The macrophages contained numerous round dark DE granules of various sizes (Figure 3A; arrows) in all exposed rats. Interstitial subacute inflammation was characterized by alveolar lining epithelium cuboidal hyperplasia (Figure 3B; arrowhead) associated with interstitial mixed inflammatory cells (arrows). These foci were distributed at random but were mostly associated with the presence of alveolar histiocytosis seen in DE-exposed WKY and SH rats. Histologic evaluation of 9-step sections from each heart tissue revealed presence of focal inflammation of the pericardium or endocardium at the base in both strains regardless of DE (data not shown).

### TEM of the myocardium

No exposure-related differences could be detected between control and DE rats within the WKY and the SH strains. Mitochondria in all groups contained electron-dense, 20- to 50-nm intramitochondrial granules, also termed dense granules, typical of these rats. In the WKY hearts, the ultrastructure of individual mitochondria exhibited good definition of all bounding inner and outer membranes and no swollen, displaced, or broken cristae (Figure 4A,B). In all three regions of both control and DE-exposed SH hearts, however, occasional mitochondrial abnormalities occurred. These were manifested as swollen, minimally to extremely electron lucent mitochondria, containing damaged or missing cristae, interspersed infrequently but conspicuously among linear arrays of normal-appearing mitochondria (Figure 4C) and mitochondria with normal-to-reduced electron density containing cristae that were sometimes arrayed irregularly, in whorls or honeycombed patterns (Figure 4D).

### Activities of cardiac cytosolic and mitochondrial enzymes

There were clear strain differences (SH < WKY) in the level of glutathione peroxidase, glutathione transferase, and superoxide dismutase activities in the whole left ventricular homogenates between WKY and SH rats [see Supplemental Material, Figure 2 (http://www.ehponline.org/members/2008/11647/suppl.pdf)]. However, no DE-related differences were noted in either strain. Ferritin, an iron-binding protein, was higher in both cytosol and mitochondria of SH than WKY rats; however, no consistent DE-related changes were observed [see Supplemental Material), Figure 3 (http://www.ehponline.org/members/2008/11647/suppl.pdf]. Baseline (air control) levels of cardiac cytosolic aconitase were higher and mitochondrial aconitase activities were lower in SH than in WKY rats. DE exposure caused a dose-dependent inhibition of mitochondrial aconitase activity in both strains but did not affect the cytosolic form (Figure 5).

### DE-induced myocardial gene expression changes

We used Affymetrix rat 230A gene arrays to generate mRNA expression profiles of the left ventricular tissues for SH and WKY rats exposed to air or 2,000 μg/m^3^ DE. 

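Left ventricular RNA from 16 male rats was measured, 4 rats in each of the WKY-air, WKY-DE, SH-air and SH-DE groups. The spontaneously hypertensive (SH) rat is the hypertensive strain and the Wistar Kyoto (WKY) rat is its normotensive control. The rats were 12–14 weeks of age and inhaled air or DE at 2000 μg/m3 on 5 days/week for 4 weeks, with a daily exposure of 4 hr in the paper and 6 hr in the sample labels. The deposited values are MAS5 signals, an intensity on a linear scale, for 15923 probe sets, and the authors scaled each array to a trimmed mean of 500. The paper made its gene lists from RMA values of the same arrays, which were not used here. The median signal per array was 187 ± 6.97 (SD, n = 4) in WKY-air, 211 ± 3.27 in WKY-DE, 189 ± 11.03 in SH-air and 190.2 ± 3.95 in SH-DE. The median log2 fold change of all probe sets in WKY-DE against WKY-air was 0.10, and it was 0.01 after quantile normalization. Signals were converted to log2 after the addition of an offset of 16.1, the 10th percentile of all values. Where a group mean lies below this offset, the log2 fold change is damped. With limma 15866 probe sets were tested in 1 model of the 4 group means. A probe set was called at a Benjamini-Hochberg adjusted p under 0.05 together with an unadjusted p under 0.01. Counts of calls cover the 12783 probe sets with 1 named gene, on 10411 genes. Gene lists were tested with camera, which compares the genes of a list with the other genes. The comparisons, the 35 gene lists and the rule for the genes named were set before the data were examined. With 4 arrays per group the median standard error of a log2 fold change was 0.21. In simulated WKY-DE arrays on 15866 probe sets, 20.9% of 1.5-fold changes, 61.2% of 2-fold changes and 90.9% of 4-fold changes were called.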

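In air-exposed rats, Gpihbp1, which carries lipoprotein lipase to the capillary lumen, had a signal of 1406 ± 69.0 (SD, n = 4) in SH and 443 ± 156 in WKY (log2 fold change 1.71, SE 0.24, limma adjusted p = 0.00118). Creg1, a secreted glycoprotein of the lysosome, was 1079.7 ± 191 in SH and 238 ± 45.1 in WKY (log2 fold change 2.11, SE 0.18, limma adjusted p = 1.75e-05). Endog, the mitochondrial endonuclease G, was lower in SH, at 148 ± 58.5 against 997 ± 122 (log2 fold change −2.68, SE 0.35, limma adjusted p = 9.57e-04). Car3, a cytosolic carbonic anhydrase abundant in muscle and fat, was 60.2 ± 30.0 in SH and 488 ± 169 in WKY (log2 fold change −2.77, SE 0.52, limma adjusted p = 0.0114). Between the strains 401 probe sets on 339 genes were called, 168 higher and 233 lower in SH-air, and 166 were higher and 241 lower after quantile normalization. Among the largest increases were also Fry (2.45 on the log2 scale), Lad1 (2.02), the interferon-induced Ifit1 (1.95) and the secreted phospholipase Pla2g12a (1.71), and among the largest decreases Bcr (−3.14), the elastic fiber glycoprotein Emilin1 (−2.39) and the formin Inf2 (−2.18). At an adjusted p under 0.01, the limit in the paper's Methods as worded, 84 probe sets were called. The 401 calls became 254 without WKY-air replicate 1, 208 without WKY-air replicate 4, 231 without SH-air replicate 1, 226 without SH-air replicate 2 and 197 without SH-air replicate 4.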

We found 691 genes that were significantly different (5% FDR, *p* < 0.01) between WKY-air and SH-air. DE exposure caused 377 genes to be differentially expressed within WKY rats, but surprisingly, no genes were significantly different (5% FDR, *p* < 0.01) between SH-air and SH-DE.

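In WKY rats DE raised Camk4, a calcium/calmodulin-dependent protein kinase, from 23.3 ± 6.02 (SD, n = 4) to 116 ± 42.6 (log2 fold change 1.69, SE 0.29, limma adjusted p = 0.0203). Slc9a5, a sodium/hydrogen exchanger, rose from 22.3 ± 12.9 to 107 ± 21.4 (log2 fold change 1.72, SE 0.29, limma adjusted p = 0.0191). Il4r, a subunit of the receptor for interleukin-4, fell from 292 ± 57.4 to 88.1 ± 54.3 (log2 fold change −1.69, SE 0.29, limma adjusted p = 0.0203). Fzd2, a receptor for Wnt proteins, fell from 212 ± 53.2 to 63.9 ± 10.0 (log2 fold change −1.49, SE 0.21, limma adjusted p = 0.0110). In all, 239 probe sets on 206 genes were called in WKY-DE, 167 higher and 72 lower than in WKY-air, and 36 were higher and 43 lower after quantile normalization. In SH rats 0 probe sets were called by limma between SH-DE and SH-air, against 796 at an unadjusted p under 0.05, of which 414 were higher and where chance gives 639. With an intensity trend limma called 1, with array weights 2 and with the replicate number as a block 1. The strain by exposure interaction, which tests the difference between the DE effects, called 1 probe set, against 1598 at an unadjusted p under 0.05, with the same 639 from chance. Cyp1a1, a monooxygenase of xenobiotic metabolism, had the lowest p in SH rats, with a signal of 22.4 ± 8.28 in SH-air and 154 ± 86.2 in SH-DE (log2 fold change 2.03, SE 0.29, limma adjusted p = 0.0897). Of the 10 genes with the largest increase in WKY-DE, 3 remained called after quantile normalization, Camk4, Slc9a5 and Slc22a8, and of the 10 with the largest decrease 8 remained called. Most of these genes are dim. Leaving out the dimmest 40% of probe sets kept 3 of the increases and 4 of the decreases in the test, all of them called. The means of Camk4 and Slc9a5 in WKY-air lie below 62.5, the 25th percentile of all values. The WKY-DE count was 40, 99 and 70 without WKY-air replicates 1, 2 and 4, 62, 35, 81 and 76 without WKY-DE replicates 1, 2, 3 and 4, and 154 without SH-air replicate 4.

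**Figure D1:**
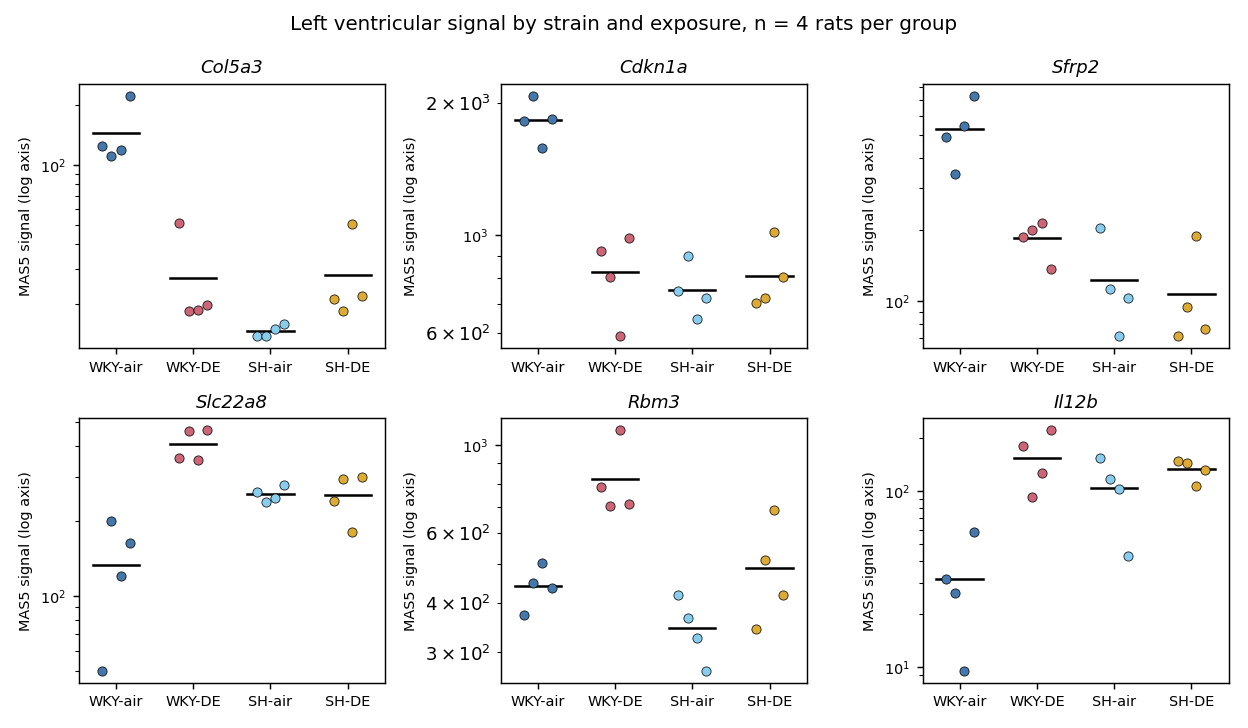
MAS5 signal (log axis) of Col5a3, Cdkn1a, Sfrp2, Slc22a8, Rbm3 and Il12b on each array of the 4 groups; points are arrays and bars the group means. Col5a3, Cdkn1a and Sfrp2 were lower in WKY-DE than in WKY-air, by −1.91, −1.15 and −1.41 on the log2 scale, and Slc22a8, Rbm3 and Il12b were higher, by 1.62, 0.86 and 1.89.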

Because no genes were significantly affected by DE in SH rats, only two comparisons were used (WKY-air/WKY-DE and SH-air/SH-DE) to prepare a Venn diagram for identification of common and differentially affected genes (Figure 6). Of 377 genes affected by DE in WKY rats, 113 genes were among those 691 found different between SH and WKY rats at baseline without DE (Figure 6). 

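Lsr, a lipoprotein receptor, had a signal of 80.1 ± 9.19 (SD, n = 4) in WKY-air, 20.4 ± 7.52 in WKY-DE and 13.3 ± 7.47 in SH-air, and was called in both comparisons (log2 fold changes −1.42, adjusted p = 0.0291 for DE and −1.74, adjusted p = 0.00399 for strain, limma). Arhgef40, a guanine nucleotide exchange factor, was 159 ± 56.7, 40.9 ± 20.2 and 25.1 ± 2.58 in the same groups (−1.63, adjusted p = 0.0155 and −2.04, adjusted p = 6.22e-04, limma). Klc3, a kinesin light chain, was 13.1 ± 5.99, 59.1 ± 22.2 and 86.4 ± 37.9 (1.34, adjusted p = 0.0399 and 1.77, adjusted p = 0.00669, limma). Gpihbp1 was intermediate in WKY-DE at 864 ± 178 (1.00, limma adjusted p = 0.0469). Of the 239 probe sets called for DE in WKY rats, 60 on 51 genes were also among the 401 called for strain. Of these, 34 were higher in both WKY-DE and SH-air, 25 were lower in both and 1 went opposite ways. Independent lists of these sizes share 7.50 probe sets. With the 4 WKY-air arrays split between the comparisons, 1 to 9 probe sets were shared over the 6 ways, a mean of 4.67 against 0.729 for independent lists. After quantile normalization 23 were shared, 7 higher and 16 lower, and Klc3 and Gpihbp1 were not called for DE. With the mean of the atrial markers of each array as a covariate, chosen after seeing the data and differing between the groups, 5 were called for strain, 7 for DE and 1 for both. The number shared was 14, 35 and 21 without WKY-air replicates 1, 2 and 4, 17, 7, 28 and 25 without WKY-DE replicates 1, 2, 3 and 4, 34, 28 and 22 without SH-air replicates 1, 2 and 4, and 35 without SH-DE replicate 1.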

Two hundred sixty-four genes affected by DE in WKY were among those found to be insignificant with regard to strain difference at baseline. 

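C2h1orf52, a gene of unknown function, had the largest decrease among the genes called for DE alone, from 349 ± 114 (SD, n = 4) in WKY-air to 93.1 ± 43.2 in WKY-DE (log2 fold change −1.78, SE 0.27, limma adjusted p = 0.0155), with 426 ± 45.8 in SH-air (strain 0.33, adjusted p = 0.581, limma). Irx4, a transcription factor of the ventricles, fell from 60.4 ± 23.4 to 11.4 ± 3.65 (log2 fold change −1.44, SE 0.28, limma adjusted p = 0.0291). Its mean in WKY-DE lies below the offset, which damps this fold change. Its signal fell by a larger factor than that of C2h1orf52. Dusp4, a phosphatase of mitogen-activated protein kinases, rose from 38.7 ± 30.1 to 147 ± 27.5 (log2 fold change 1.75, SE 0.38, limma adjusted p = 0.0364). Slc10a1, a bile acid transporter, rose from 8.27 ± 3.06 to 63.7 ± 23.3 (log2 fold change 1.68, SE 0.34, limma adjusted p = 0.0323). The offset also damps this fold change, since the mean of Slc10a1 in WKY-air lies below it. The calls for DE alone numbered 179, 133 higher and 46 lower in WKY-DE, and 341 probe sets were called for strain alone. After quantile normalization 56 were called for DE alone. Dusp4 (1.55, limma adjusted p = 0.0762) and Slc10a1 (1.48, limma adjusted p = 0.0572) were no longer called. A call in 1 comparison does not show a difference from the other, which was not tested here.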

We used the PubMed database to perform a functional scrutiny of the genes that were up-regulated ≥ 1.4-fold and down-regulated ≤ 1.4-fold within the group of 377 significant genes, which allowed us to focus on more robust effects and select 80 genes changed by DE exposure in WKY rats for hierarchical cluster analysis. 

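Ppt1, a lysosomal thioesterase, fell from 917 ± 114 (SD, n = 4) in WKY-air to 512 ± 115 in WKY-DE (log2 fold change −0.84, SE 0.16, limma adjusted p = 0.0287). Pgm1, a phosphoglucomutase of glycogen metabolism, fell from 1157 ± 114 to 702 ± 67.0 on 1 probe set (log2 fold change −0.71, SE 0.13, limma adjusted p = 0.0215), and the other probe set of the gene did not pass the test (−0.19, limma adjusted p = 0.443). St3gal5, a sialyltransferase of ganglioside synthesis, fell from 1856 ± 178 to 1184 ± 197 (log2 fold change −0.65, SE 0.13, limma adjusted p = 0.0296). Of the 239 probe sets called in WKY-DE, 228 changed by 1.4-fold or more, 162 higher and 66 lower. Further large increases were those of Pianp (1.60 on the log2 scale), Cntn5 (1.62) and Arid3b (1.60), and further large decreases those of Zfpm1, a cofactor of GATA transcription factors (−1.63), and Ptms (−1.43). After quantile normalization Pianp (1.38), Cntn5 (1.42), Arid3b (1.41), Zfpm1 (−1.78) and Ptms (−1.47) were not called. Their limma adjusted p was then 0.0572, 0.0527, 0.0829, 0.0572 and 0.0524, and the decreases of Zfpm1 and Ptms had not shrunk.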

The heat map (Figure 7), although focused on 80 genes affected by DE in WKY rats, included all four contrasts (WKY-air/WKY-air; WKY-DE/WKY-air; SH-air/WKY-air; SH-DE/WKY-air). This heat map allowed us to determine how these genes are related to the baseline expression pattern in air-exposed SH rats (Figure 7).

We prepared a second heat map (Figure 8) from genes that were differentially expressed in SH-air relative to the WKY-air but devoid of the selected 80 genes included in the previous heat map. This list included genes that were up-regulated ≥ 1.5-fold or down-regulated ≤ 1.5-fold (5% FDR, *p* < 0.01) and further scrutinized for functional significance based on published literature, which resulted in 137 genes for hierarchical cluster analysis (Figure 8). This heat map (Figure 8) also examined the same contrasts as in the first heat map (Figure 7).

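Ccn1, a matricellular immediate early gene, was higher in SH-air than in WKY-air, at 155 ± 30.9 (SD, n = 4) against 51.3 ± 18.1 (log2 fold change 1.37, SE 0.27, limma adjusted p = 0.0144). Dusp1, a phosphatase induced by stress, was lower, at 1153 ± 132 against 2112 ± 267 (log2 fold change −0.86, SE 0.17, limma adjusted p = 0.0157), and so was the nuclear receptor Nr4a1 (−0.85, limma adjusted p = 0.0310). Scd, a fatty acid desaturase of adipocytes, was 27.2 ± 29.4 in SH-air and 107 ± 12.3 in WKY-air (log2 fold change −1.70, SE 0.33, limma adjusted p = 0.0142). Of the 401 probe sets called for strain, 326 differed by 1.5-fold or more, 129 higher and 197 lower in SH-air. Among 27 immediate early genes 3 were higher and 2 lower over all genes tested, and 3 were higher and 4 lower when adjusted over the list alone (median −0.13, camera adjusted p = 0.575). Among 5 adipocyte markers 1 was lower, also when adjusted over the list alone (median −0.26, camera adjusted p = 0.339).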

When we compared genes that were differentially expressed between WKY-air and SH-air rats (Figures 7 and 8), significant strain differences were noticeable, as expected, based on underlying cardiac disease in SH rats versus a healthy pattern in WKY rats. 

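RT1-CE16, a class I molecule of the major histocompatibility complex, had a signal of 783 ± 75.3 (SD, n = 4) in SH-air and 82.7 ± 16.1 in WKY-air (log2 fold change 3.02, SE 0.32, limma adjusted p = 1.52e-04), and RT1-Bb, a class II chain, was 46.9 ± 44.9 and 468 ± 73.6 (log2 fold change −3.21, SE 0.54, limma adjusted p = 0.00555). Probe sequences were not compared with variants of either strain. The differences of RT1-CE16 and RT1-Bb are therefore in signal and are not shown to be in expression. Of 16 genes of antigen presentation 1 was higher and 4 were lower in SH-air, and 3 were higher and 6 lower when adjusted over the list alone (median −0.20, camera adjusted p = 0.162). Myh7, the slow myosin heavy chain, was lower in SH-air, at 19401 ± 1019 against 36972 ± 1750.3 (log2 fold change −0.93, SE 0.18, limma adjusted p = 0.0123), and was the gene called among 7 hypertrophy markers, also when adjusted over the list alone (median 0.03, mean −0.15, camera adjusted p = 0.842). Collagen III, Col3a1, was 3601 ± 495 in SH-air and 5989 ± 957 in WKY-air (log2 fold change −0.73, SE 0.15, limma adjusted p = 0.0203). Of 16 collagens 6 were lower and 8 when adjusted over the list alone (median −0.56, camera adjusted p = 6.21e-08, and adjusted p = 0.0885 with an estimated correlation). The proteoglycan Lum was 1089.8 ± 96.5 and 2716 ± 531 (log2 fold change −1.29, SE 0.23, limma adjusted p = 0.00860), and of 35 other matrix genes 10 were lower and 16 when adjusted over the list alone (median −0.51, camera adjusted p = 1.21e-10). The fibroblast receptor Pdgfra was 579 ± 50.7 and 1149 ± 137 (−0.97, limma adjusted p = 0.00287), and of 13 fibroblast markers 8 were lower and 12 when adjusted over the list alone (median −0.69, camera adjusted p = 5.26e-12). The atrial light chains Myl7 and Myl4 moved with these genes, by −7.08 and −4.80 on the log2 scale. Over the 12 lists called by camera in SH-air at a preset correlation, the other matrix genes and the fibroblast markers were also called with an estimated correlation. Their camera adjusted p was then 0.0254 and 0.0171. Of 14 growth arrest genes 1 was higher and 2 were lower, and 2 and 2 when adjusted over the list alone (median −0.01, mean 0.02, camera adjusted p = 0.962).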

The most striking observation, however, was that DE exposure in WKY rats resulted in an expression pattern shift, especially for 113 genes of 377 affected by DE, that mimicked baseline expression pattern in SH rats without DE exposure. 

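Of the 239 probe sets called in WKY-DE, 224 had the same sign in SH-air against WKY-air, 160 of the 167 higher ones (95.8%) and 64 of the 72 lower ones (88.9%). Calls made against the WKY-air arrays favor this, and with these arrays split between the comparisons the shares were 74.5% of the higher and 70.1% of the lower calls, summed over 6 ways. Cntn5, a neural adhesion protein, was 11.6 ± 6.00 (SD, n = 4) in WKY-air, 70.9 ± 25.6 in WKY-DE and 63.5 ± 34.2 in SH-air (strain 1.44, adjusted p = 0.0229, limma). Arid3b, a DNA-binding protein, was 59.1 ± 42.5, 185 ± 30.9 and 172 ± 57.8 (strain 1.46, adjusted p = 0.0436, limma). Sfrp2, a secreted modulator of Wnt signaling, was 529 ± 161, 184 ± 33.3 and 123 ± 56.7 (DE 0.0370 and strain 0.00317 as limma adjusted p). Across all probe sets, which are not independent replicates, the DE and strain fold changes correlated with r = 0.570 and 69.2% had the same sign. Simulated draws of unchanged groups, with a simulated control group shared by both comparisons, gave a mean of 65.7%. Their r ran from 0.147 to 0.732 (mean 0.473), a range that includes the measured r. The covariance was 0.104 against a simulated mean of 0.0438 and maximum of 0.0799, and was 0.0469 to 0.0621 with the WKY-air arrays split between the comparisons (mean r = 0.233). From the shift in its heat maps, the paper states that the profile of DE-exposed WKY rats came to resemble that of air-exposed SH rats, and it raises the possibility that genes lower in both be viewed as susceptibility genes.

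**Figure D2:**
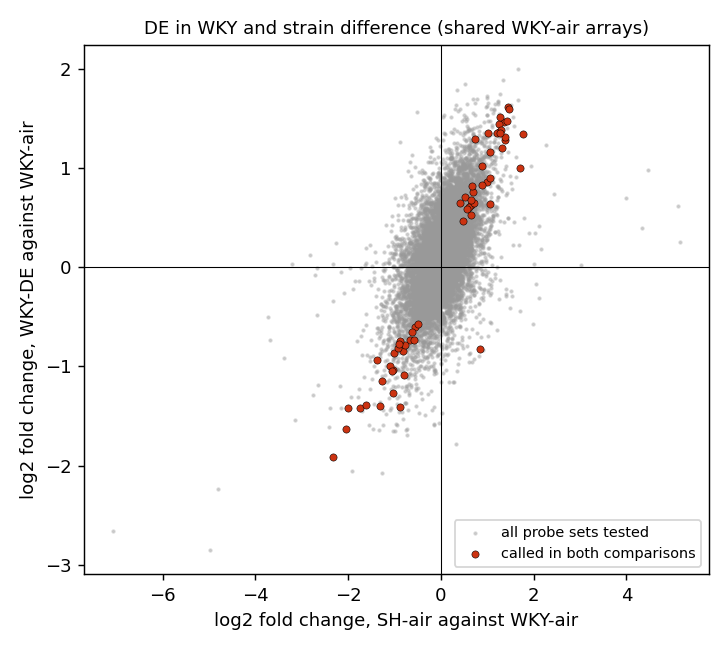
Log2 fold change of WKY-DE against WKY-air (y axis) plotted against that of SH-air against WKY-air (x axis), 1 point per probe set; red points are the 60 probe sets called in both. Both axes share the WKY-air arrays; 34 red points lie at the upper right, 25 at the lower left and 1 elsewhere.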

Examination of the pattern change in the heat map (Figure 7) showed that the WKY-DE group was more closely related to the SH-air group than the WKY-air group. 

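Over the 15866 probe sets, the mean squared log2 difference, less its part from sampling, was 0.0765 between WKY-DE and SH-air and 0.0994 between WKY-DE and WKY-air. The difference of 0.0229 ranged from 0.0130 to 0.0350 when 1 array was left out. It was 0.0134 after quantile normalization and −0.00764 among the 60% of probe sets with the higher mean signal, where WKY-DE lay nearer to WKY-air. SH-DE lay at 0.00283 from SH-air and at 0.0830 from WKY-air. WKY-DE lay nearer to SH-DE than to SH-air, at 0.0535 (0.0392 after quantile normalization). Of the 73 genes of Fig. 7 measured here, 57 had a mean in WKY-DE nearer to SH-air than to WKY-air. The paper selected these genes for a change between WKY-DE and WKY-air, which favors this. Of the genes of Fig. 7, the matrix protein Ccdc80 had a signal of 3001 ± 99.5 (SD, n = 4) in WKY-air, 1652 ± 175 in WKY-DE and 1488 ± 13.4 in SH-air (log2 fold change −0.86, SE 0.16, limma adjusted p = 0.0234 for DE). Serpinf1, pigment epithelium-derived factor, was 1519.5 ± 189, 891 ± 198 and 818 ± 163 (log2 fold change −0.78, SE 0.18, limma adjusted p = 0.0457 for DE). It was not called after quantile normalization (−0.77, limma adjusted p = 0.0548).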

Evaluation of the functional roles of these changed genes in WKY rats indicated their involvement in hypertensive and cardiovascular disorder in humans and animal models. Further, most genes affected by DE in WKY rats were down-regulated and very few were up-regulated (Figure 7). These genes were primarily among 113 genes that were also down-regulated at baseline in SH rats without DE (Figure 7). They include those involved in stress, antioxidant compensatory response, growth and extracellular matrix regulation, membrane transport of molecules including lipids, mitochondrial function, thrombosis regulation, and immune function (Figure 7) [see Supplemental Material, Table 7 (http://www.ehponline.org/members/2008/11647/suppl.pdf)]. 

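Of the genes of Fig. 7 measured here, 65 are shown lower in WKY-DE, of which 61 had a lower mean in WKY-DE and 12 were called lower. A further 8 are shown higher, of which 7 had a higher mean and 6 were called. G0s2, an inhibitor of adipose triglyceride lipase, fell from 1785 ± 415 (SD, n = 4) to 826 ± 173 (log2 fold change −1.09, SE 0.19, limma adjusted p = 0.0206). Dbp, a transcription factor of the circadian clock, rose from 175 ± 55.7 to 500.1 ± 59.1 (log2 fold change 1.47, SE 0.23, limma adjusted p = 0.0177). Over all 239 calls in WKY-DE, 30.1% were lower, and after quantile normalization, which ends the shift of the median, 54.4% of 79 were lower, with 74 of the 79 among the 239. The share was 46.9% of 81 without WKY-DE replicate 3, and at an adjusted p under 0.01, the limit in the paper's Methods as worded, 3 probe sets were called, all of them lower. Calls were higher in the dimmer 3 quartiles of mean signal, 21 against 12, 59 against 10 and 55 against 7, and lower in the brightest, 32 against 43. At an unadjusted p under 0.05, 1739 probe sets were higher and 870 lower.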

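G0s2 was also lower in SH-air, at 1007 ± 100.5 (SD, n = 4; log2 fold change −0.79, SE 0.19, limma adjusted p = 0.0364), as was Ccdc80 (SE 0.16, limma adjusted p = 0.00412) and Serpinf1 (log2 fold change −0.89, SE 0.18, limma adjusted p = 0.0168). Tes, a protein of focal adhesions, was 60.9 ± 20.8 in WKY-air, 13.7 ± 9.93 in WKY-DE and 8.82 ± 5.37 in SH-air (log2 fold changes −1.39, adjusted p = 0.0205 for DE and −1.61, adjusted p = 0.00259 for strain, limma). Of the 72 probe sets lower in WKY-DE, 25 (34.7%) were also called lower in SH-air, against 34 of the 167 higher ones (20.4%). Independent lists share 1.31 probe sets lower in both and 2.19 higher in both. Of the 65 genes shown lower in Fig. 7, 57 had a lower mean in SH-air and 19 were called lower there.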

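Stip1, a cochaperone of Hsp70 and Hsp90, fell in WKY-DE from 1758 ± 139 (SD, n = 4) to 1125 ± 167 (log2 fold change −0.65, SE 0.14, limma adjusted p = 0.0353). Of 16 heat shock genes 1 was lower, and 5 when adjusted over the list alone (median −0.18, camera adjusted p = 2.04e-04, and adjusted p = 0.0615 with an estimated correlation). Of 36 antioxidant genes none was called over all genes, with Pgd of the pentose phosphate pathway lowest in p (−0.42, limma adjusted p = 0.0540), and 1 was higher and 7 were lower when adjusted over the list alone (median −0.18, camera adjusted p = 1.52e-04). Ndufs6, a subunit of complex I, fell from 14542 ± 700.2 to 10794 ± 466 (log2 fold change −0.43, SE 0.10, limma adjusted p = 0.0462). Of 60 nuclear genes of oxidative phosphorylation 1 was lower, and 5 when adjusted over the list alone (median −0.25, camera adjusted p = 2.16e-12, and adjusted p = 0.143 with an estimated correlation). The 12 ventricular cardiomyocyte markers moved with them, each with a lower mean in WKY-DE (median −0.31, camera adjusted p = 1.44e-05, and adjusted p = 0.193 with an estimated correlation). Pdhx of the pyruvate dehydrogenase complex rose from 1508 ± 217 to 2180.1 ± 268 (log2 fold change 0.53, SE 0.13, limma adjusted p = 0.0469), 1 higher of 17 genes of the tricarboxylic acid cycle, also when adjusted over the list alone (median 0.07, camera adjusted p = 0.957). Of 35 genes of fatty acid uptake and oxidation 0 were called by limma, also when adjusted over the list alone (median −0.02, mean 0.04, camera adjusted p = 0.367). After quantile normalization Ndufs6 (−0.21, limma adjusted p = 0.250) and Pdhx (0.59, limma adjusted p = 0.0505) were not called. The change of Ndufs6 had become smaller and that of Pdhx had not. Camera then did not call the heat shock or oxidative phosphorylation lists, and it called the tricarboxylic acid cycle and fatty acid lists higher. Of the 15 lists called by camera in WKY-DE at a preset correlation, the other matrix genes, antioxidant genes, non-muscle actin and tubulin genes and fibroblast markers were also called with an estimated correlation. Their camera adjusted p was then 0.0258, 0.0258, 0.0431 and 0.0369.

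**Figure D3:**
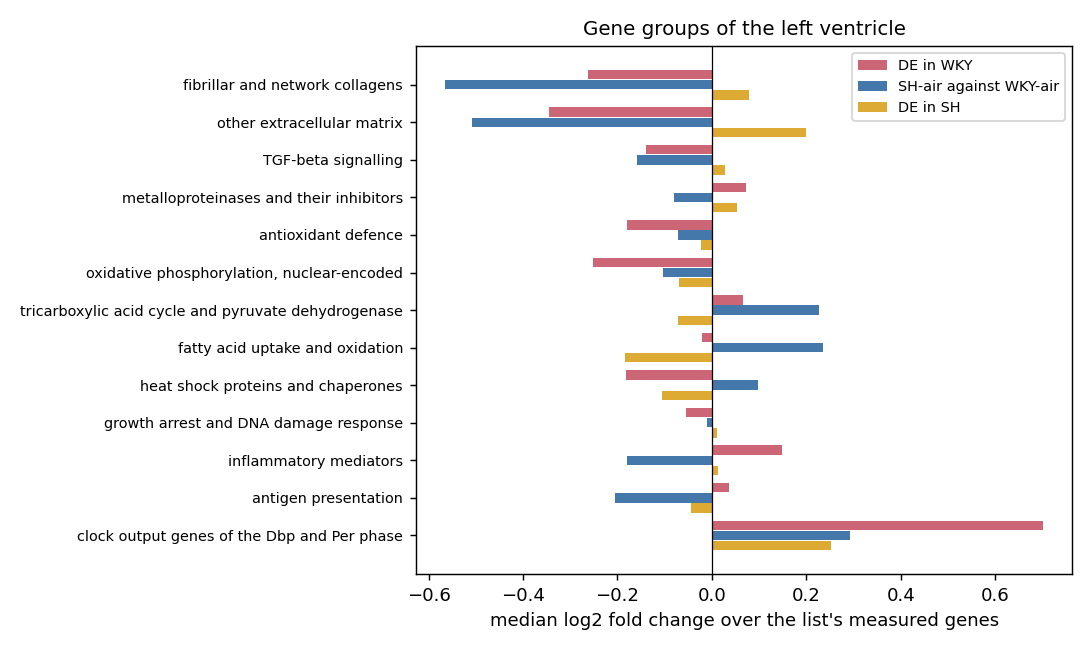
Median log2 fold change (axis from 0) of 13 gene lists for DE in WKY rats, SH-air against WKY-air and DE in SH rats; each bar is the median over the genes of a list. Collagens stood at −0.26 for DE in WKY rats and −0.56 for strain, and clock output genes at 0.70 and 0.29.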

Genes that are crucial in vascular tone (NO synthase) and pathology (sarcolipin, apolipoprotein L, 3) were also slightly down-regulated by DE in WKY and at baseline in air-exposed SH rats (Figure 8). Those up-regulated by DE include RNA-binding motif protein 3, ion transporters, and calcium transporting ATPase. 

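Nos3, the endothelial NO synthase, had a signal of 377 ± 38.7 (SD, n = 4) in WKY-air, 268 ± 39.0 in WKY-DE and 255 ± 35.5 in SH-air, and neither difference passed the test (log2 fold changes −0.47, adjusted p = 0.101 for DE and −0.54, adjusted p = 0.0641 for strain, limma). Sln, sarcolipin, which inhibits the calcium pump of the sarcoplasmic reticulum, was 3884 ± 3382 in WKY-air, 941 ± 1248 in WKY-DE and 94.4 ± 60.8 in SH-air (−2.85, adjusted p = 0.213 for DE and −4.97, adjusted p = 0.0436 for strain, limma), the latter called. Sln is also a marker of atrial myocytes, with the atrial light chains Myl7 and Myl4. Myl7 was 12882 ± 9209, 3404 ± 4302 and 73.9 ± 56.8 (DE −2.66, adjusted p = 0.225, strain adjusted p = 0.00586, limma), and Myl4 was 4431 ± 2966, 1519.6 ± 2008 and 122 ± 31.7 (DE −2.23, adjusted p = 0.203, strain adjusted p = 0.0153, limma). Of 6 atrial markers 4 were lower in SH-air, also when adjusted over the list alone (median −2.99, camera adjusted p = 2.6e-04, and adjusted p = 0.181 with an estimated correlation), and 0 in WKY-DE by limma (median −1.55, camera adjusted p = 0.0169, and adjusted p = 0.248 with an estimated correlation). Of 22 genes of vascular tone 0 were called in WKY-DE by limma, and 1 was higher and 2 were lower when adjusted over the list alone (median 0.30, mean 0.13, camera adjusted p = 0.918 for a lower rank). In SH-air 2 were lower, and 4 when adjusted over the list alone, with the soluble guanylate cyclase Gucy1b1 lowest in p (−0.79, adjusted p = 0.0168, limma; list median −0.11, camera adjusted p = 0.161). Of 12 endothelial markers 0 were called in WKY-DE by limma and 3 were lower when adjusted over the list alone (median −0.07, camera adjusted p = 0.0573), and 1 was lower in SH-air, Thbd, and 4 when adjusted over the list alone (median −0.37, camera adjusted p = 0.00993, and adjusted p = 0.182 with an estimated correlation). The platform annotation used here assigns no probe set to Apol3, and 2771 of the probe sets tested are not in that annotation.

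**Figure D4:**
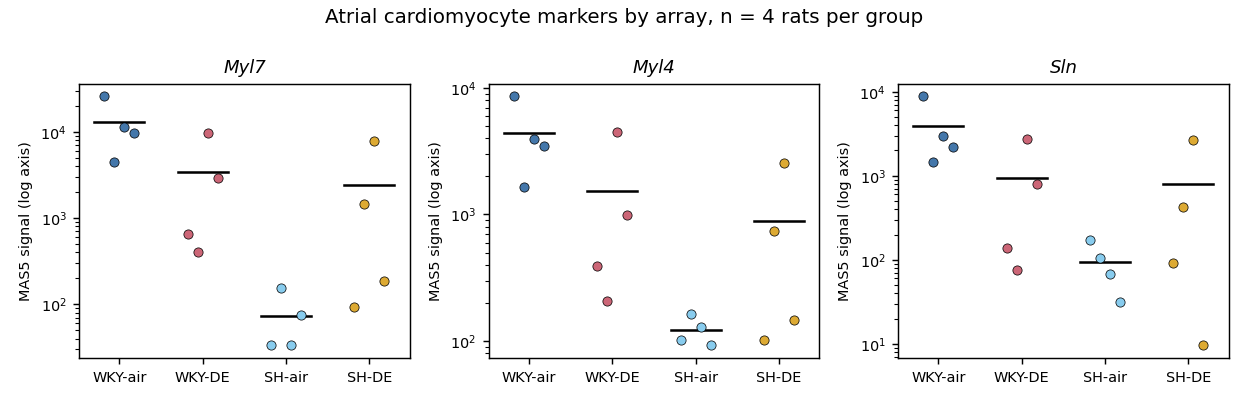
MAS5 signal (log axis) of the atrial markers Myl7, Myl4 and Sln on each array of the 4 groups; points are arrays and bars the group means. Means were highest in WKY-air and lowest in SH-air, and arrays of 1 group differed widely, with an SD of 9209 about a mean of 12882 for Myl7 in WKY-air.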

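Rbm3, a cold-induced RNA-binding protein, rose from 441 ± 53.3 (SD, n = 4) in WKY-air to 821 ± 182 in WKY-DE (log2 fold change 0.86, SE 0.21, limma adjusted p = 0.0481), and was 1 of 2 cold-induced genes measured (list median 0.53, camera adjusted p = 0.247). Slc22a8, an organic anion transporter, rose from 134 ± 64.9 to 409 ± 60.4 (log2 fold change 1.62, SE 0.28, limma adjusted p = 0.0205). Slc26a1, a sulfate transporter, was 78.6 ± 26.1 in WKY-air and 169 ± 56.9 in WKY-DE and did not pass the test (log2 fold change 0.97, SE 0.24, limma adjusted p = 0.0554). Kcnd2, a subunit of the transient outward potassium current, rose from 169 ± 19.2 to 311 ± 74.9 (log2 fold change 0.79, SE 0.18, limma adjusted p = 0.0395). Atp2a2, the calcium pump of the sarcoplasmic reticulum, is measured by 4 probe sets, none of which passed the test. The brightest changed by −0.39 (adjusted p = 0.136), the dimmest, at 62.6 ± 7.74 in WKY-air and 146 ± 13.2 in WKY-DE, by 1.05 (adjusted p = 0.101), and the others by 0.39 (adjusted p = 0.112) and −0.12 (adjusted p = 0.687) on the log2 scale (limma). Of 20 genes of calcium handling and ion channels 1 was higher, also when adjusted over the list alone (median −0.04, camera adjusted p = 0.297). Rbm3 (0.82, limma adjusted p = 0.0625) and Kcnd2 (0.67, limma adjusted p = 0.0809) were not called after quantile normalization. The 4 probe sets of Atp2a2 then changed by 0.02, 0.84, 0.47 and −0.11, in the order above, also without a call.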

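In air-exposed rats, Slc22a8 had a signal of 257 ± 17.7 (SD, n = 4) in SH, between those of WKY-air and WKY-DE (log2 fold change against WKY-air 0.99, adjusted p = 0.0726, limma). Slc26a1 was 153 ± 25.6 in SH-air (0.87, limma adjusted p = 0.0664). The 4 probe sets of Atp2a2 differed between SH-air and WKY-air by −0.13 (adjusted p = 0.687), 0.84 (adjusted p = 0.199), 0.23 (adjusted p = 0.372) and −0.29 (adjusted p = 0.347), in the order of the brightest, the dimmest and the others (limma). Rbm3 was 345 ± 62.6 in SH-air (−0.35, limma adjusted p = 0.402). None of these strain differences passed the test. Of the calcium handling and ion channel genes 1 was lower in SH-air, and 2 were higher and 1 lower when adjusted over the list alone (median 0.03, mean −0.17, camera adjusted p = 0.786).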

Except for RNA-binding motif protein 3 gene, SH also demonstrated an upward trend at baseline with no DE effect in relation to air-exposed WKY.

Genes demonstrating increased expression at baseline in SH rats relative to WKY-air are not those that show significant increase with DE in WKY rats except for a notable upward trend in epoxide hydrolase 2, interleukin-2 receptor, sastrin-1 predicted protein tyrosine phosphatase, and a few other genes (Figure 8). 

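Ephx2, the soluble epoxide hydrolase that degrades vasodilator epoxides of arachidonic acid, had a signal of 1369 ± 186 (SD, n = 4) in SH-air, 296 ± 45.3 in WKY-air and 339.6 ± 60.2 in WKY-DE (log2 fold change 2.15, SE 0.19, limma adjusted p = 2.15e-05 for strain; 0.18, adjusted p = 0.623 for DE). Il2rb, the beta chain of the receptors for interleukin-2 and interleukin-15, was 562 ± 43.3, 151 ± 21.3 and 219.8 ± 20.0 (log2 fold change 1.79, SE 0.16, limma adjusted p = 2.01e-05 for strain; 0.50, adjusted p = 0.0999 for DE). Sesn1, sestrin-1, an antioxidant protein induced by p53, was 1102 ± 77.7, 578 ± 125 and 705 ± 79.2 (log2 fold change 0.93, SE 0.17, limma adjusted p = 0.0103 for strain; 0.30, adjusted p = 0.347 for DE). Ptprr, a protein tyrosine phosphatase, was 1644 ± 459.7, 959.9 ± 308 and 1541 ± 221 and passed the test in neither comparison (log2 fold change 0.78, SE 0.24, limma adjusted p = 0.103 for strain; 0.72, adjusted p = 0.121 for DE). None of these 4 genes was called for DE in WKY rats. Fry, with the second largest increase in SH-air, was 1898 ± 149.5 in SH-air, 336 ± 47.4 in WKY-air and 585 ± 177 in WKY-DE (0.73, adjusted p = 0.0771 for DE, limma).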

Evaluation of the functional role of these genes may explain the baseline cardiac pathology (Figure 4) and biochemical alterations in SH but not produced by DE in WKY rats (Figure 5) [see Supplemental Material, Figures 2 and 3 (http://www.ehponline.org/members/2008/11647/suppl.pdf)]. These genes (Figure 8) include those involved in mitochondrial function, fatty acid metabolism, cytokine signaling, and stress response. 

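Cd36, which takes up long-chain fatty acids, was lower in SH-air, at 3198 ± 471 (SD, n = 4) against 6684 ± 1199 in WKY-air (log2 fold change −1.05, SE 0.21, limma adjusted p = 0.0157). Crat, carnitine acetyltransferase, was higher, at 3601 ± 475 against 2413 ± 218 (log2 fold change 0.57, SE 0.13, limma adjusted p = 0.0300), as was Slc25a20, which carries acylcarnitines into mitochondria (0.55, limma adjusted p = 0.0332). Of 35 genes of fatty acid uptake and oxidation 3 were higher and 1 was lower, and 7 and 1 when adjusted over the list alone (median 0.24, camera adjusted p = 3.44e-04, and adjusted p = 0.181 with an estimated correlation). Pdhx was the gene higher of the 17 of the tricarboxylic acid cycle (0.65, limma adjusted p = 0.0136), also when adjusted over the list alone (median 0.23, camera adjusted p = 0.0129, and adjusted p = 0.181 with an estimated correlation), a call of camera lost without SH-air replicate 3. Of the 60 genes of oxidative phosphorylation 1 was higher, Ndufs1 (0.49, limma adjusted p = 0.0286), also when adjusted over the list alone (median −0.10, camera adjusted p = 0.0819). The heat shock cochaperone Dnajb4 was 3835 ± 389 in SH-air and 1989 ± 282 in WKY-air (log2 fold change 0.95, SE 0.16, limma adjusted p = 0.00683), and Hspb3, a small heat shock protein, was lower (−0.70, limma adjusted p = 0.0300). Of the 16 heat shock genes 1 was higher and 1 lower, and 2 and 1 when adjusted over the list alone (median 0.10, camera adjusted p = 0.619). Of the 36 antioxidant genes 1 was higher, Sod2 (0.52, limma adjusted p = 0.0235), and 3 were lower, with Pgd lowest in p (−0.97, limma adjusted p = 1.9e-04), the same numbers as adjusted over the list alone (median −0.07, camera adjusted p = 0.342).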

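Of the 401 probe sets called in SH-air against WKY-air, 58.1% were lower, and of the 326 that differed by 1.5-fold or more 60.4% were lower. Rpl3, a protein of the large ribosomal subunit, had a signal of 2933 ± 154 (SD, n = 4) in SH-air and 5593 ± 196 in WKY-air (log2 fold change −0.93, SE 0.12, limma adjusted p = 8.33e-04). Of 39 cytosolic ribosomal protein genes 3 were lower, and 9 when adjusted over the list alone (median −0.26, camera adjusted p = 5.69e-09, and adjusted p = 0.181 with an estimated correlation). The cytoskeletal filament gene Vim was lower (−0.76, limma adjusted p = 0.0300), with Actg1 of cytoplasmic actin (−0.57, limma adjusted p = 0.0274), among 13 non-muscle actin and tubulin genes of which 3 were lower and 4 when adjusted over the list alone (median −0.40, camera adjusted p = 6.91e-04, and adjusted p = 0.0885 with an estimated correlation). At an unadjusted p under 0.05, 1169 probe sets were higher and 1102 lower.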

Two-thirds of the selected genes in the heat map (Figure 8) were down-regulated in SH at baseline when compared with the WKY-air group. 

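Emilin1 had a signal of 345 ± 78.8 (SD, n = 4) in WKY-air, 134 ± 75.4 in WKY-DE and 57.1 ± 35.7 in SH-air, with a DE effect that did not pass the test (log2 fold change −1.42, SE 0.55, limma adjusted p = 0.167). Inf2 was 197 ± 53.0, 84.1 ± 48.8 and 30.5 ± 6.76 in the same groups (−1.20, adjusted p = 0.131 for DE, limma). Of the 233 probe sets lower in SH-air, 201 (86.3%) were also lower in WKY-DE, with a median log2 fold change of −0.34. Of the 168 higher in SH-air, 138 (82.1%) were also higher in WKY-DE, with a median of 0.32. Both comparisons use the WKY-air arrays, and with these split between them the shares were 73.9% of the lower and 73.4% of the higher calls, as means over 6 ways.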

Although not necessarily significant (5% FDR, *p* ± 0.05), many of those genes also showed a downward trend in WKY rats exposed to DE.

## Discussion

DE, a major component of near-road and ambient PM, has consistently shown cardiovascular impairment in clinical and experimental studies (Campen et al. 2005; Carlsten et al. 2007; Hansen et al. 2007; Mills et al. 2005, 2007; Tornqvist et al. 2007; Urch et al. 2005). However, the mechanisms that produce cardiovascular functional impairment, such as endothelial dysfunction and hypertension, are not well understood. We provide evidence that DE inhalation produces hypertensive-like gene expression pattern associated with mitochondrial oxidative stress in ventricles of healthy rats. A robust DE effect was apparent in WKY (377 genes with 5% FDR correction and significance at *p* < 0.01) but minimal effect was evident in SH rats. More importantly, the directional changes in expression pattern after DE exposure in WKY rats appear to mimic expression pattern of SH rats at baseline (air group). Because our primary objective was to compare susceptibility of SH and WKY emphasizing the role of oxidative stress, we did not measure blood pressure in this study. However, increased blood pressure, vasoconstriction, and endothelial dysfunction have been reported in both humans and animals after exposure to DE or other PM (Brook 2005; 2007; Elder et al. 2007; Hansen et al. 2007; Knuckles et al. 2008; Peretz et al. 2008). Further, many genes that were affected by DE in WKY were down-regulated, and only a few were up-regulated. These are the same genes down-regulated in SH rats without DE, suggesting that this pattern is associated with down-regulation of a group of genes that may be considered susceptibility genes. Although a number of key genes related to mitochondrial function and compensatory response to oxidative stress were found impaired by DE, supporting the role of oxidative stress and mitochondrial aconitase inhibition, the most striking inhibition was noted in genes that regulate growth and matrix components. A mechanistic explanation for the role of structural genes cannot be ascertained from this experiment, but one may associate this inhibitory response to cardiac physiologic impairment without histologically demonstrable fibrosis or inflammatory response in the DE-exposed WKY rats. Matrix components in the heart not only maintain structural integrity but also regulate muscle contraction (Ota et al. 2007). Thus, we provide novel evidence of development of hypertensive-like gene expression pattern associated with increased oxidative stress without apparent morphologic alteration that might explain human clinical and epidemiologic findings of cardiovascular physiologic impairment (i.e., increased vasoconstriction and blood pressure) after DE exposure.

At TEM level, no DE effects could be distinguished in the cardiac mitochondria of either rat strain. However, among many oxidative stress-sensitive enzymes analyzed, dose-related inhibition of cardiac mitochondrial aconitase was apparent in both strains exposed to DE, suggesting mild oxidative stress and likely impaired energy production. Mitochondrial oxidative stress has been suggested as the mechanism of PM-induced cardiac injury (Xia et al. 2007). Lower mitochondrial aconitase activity in the hearts of SH rats relative to WKY at baseline is consistent with observed ultrastructural abnormalities in cardiac mitochondria and underlying cardiac oxidative stress in hypertensive rats (Friedman et al. 2003). Cardiac mitochondrial aconitase activity inhibition without structural deficits in DE-exposed WKY as opposed to structural deficits with aconitase inhibition in SH rats may suggest that more chronic oxidative stress and other genetic predisposition may be critical in producing these abnormalities.

Although cardiac mitochondrial oxidative stress and other pulmonary effects were dose dependent, gene expression was analyzed only for the high concentration group (2,000 μg/m^3^). The concentrations of DE used in this study were much higher than those encountered in ambient air; however, these concentrations have been used experimentally (Risom et al. 2007) and may be achieved during heavy traffic or occupational situations. In the absence of consistent data on PM causing any molecular or biochemical changes in the heart, we wanted to provide the highest possible insult to prove that cardiac pathobio-chemical and molecular effects do occur after pulmonary insult, not only in compromised but also in healthy rats. We believe that high concentration exposures allow demonstration of a clear distinction of DE effects between SH and WKY rats. Further, this concentration resulted in only mild lung inflammation and no consistent systemic effects, much like what is expected after high-level pollution exposure.

It is not clear how pulmonary inflammatory changes may secondarily induce cardiac toxicity, but one may speculate that low-level, long-term pulmonary inflammation causes microvascular impairment and changes vascular tone as well as cardiac contractility. However, we previously reported that WKY rats exposed to Mount St Helen’s ash, residual oil fly ash, or soluble zinc sulfate once weekly over 8 or 16 weeks, although having remarkable pulmonary pathology and slight increase in background levels of cardiac lesions, did not demonstrate as remarkable cardiac gene expression changes (Kodavanti et al. 2008) as seen presently in DE-exposed WKY rats. Most changes in gene expression in the previous study were dissimilar to the present study and appeared zinc specific, as they occurred primarily in rats exposed to zinc sulfate. Our recent subchronic zinc inhalation study at environmentally and occupationally relevant zinc levels further confirmed zinc-specific effects on cardiac gene expression that were dissimilar to what we have seen in DE-exposed WKY rats with regard to the types of genes affected; they were also of smaller magnitude (Wallenborn et al., in press) than those observed in the present study. Thus, it appears that DE effects on cardiac gene expression are unique to freshly generated whole DE, which includes gaseous components, and not related to the extent of lung pathology or mere presence of particles in the lung. This is not to undermine the fact that chronic pulmonary pathology can secondarily affect cardiac structure and function, but with the present experimental design, the effects seen in the heart appear DE specific.

It has been also shown that reactive polycyclic hydrocarbons adherent to DE can rapidly translocate to circulation and cause direct vascular effects and subsequent cardiac alterations (Persson et al. 2002). DE exposure has been shown to reduce vascular NO production and promote vasoconstriction (Campen et al. 2005; Knuckles et al., 2008). Our study demonstrated slightly reduced expression of endothelial NOS in the hearts of WKY rats, which may suggest that DE alters systemic vascular contraction by altering NO production in vessels and heart. It remains to be confirmed if endothelial NOS mRNA reduction in the ventricles of DE-exposed WKY rats reflects the effect on vessels within heart tissue. Because endothelial NOS expression was also down-regulated in already hypertensive SH rats at baseline, it is likely that DE exposure might cause vasoconstriction in WKY rats via its vascular effects. However, this hypothesis needs to be confirmed with protein and physiologic measurements. As our primary hypothesis was to investigate the role of mitochondrial oxidative stress and determine how gene expression patterns differ between two rat strains after DE exposure, and also because our findings of DE effects on gene expression are unexpected, we did not determine blood pressure in the present study. Future studies should determine cardiac physiologic impact of DE exposure along with gene expression using acute and chronic exposure scenarios.

In the present study we could not distinguish the effects of gaseous versus particulate DE fraction in causing cardiac effects, as our exposure to freshly generated whole DE was with concentration-dependent differences in the levels of gaseous components such as carbon monoxide, sulfur dioxide, and nitrogen oxides. DE gaseous and particulate components are released in the air, and exposure to whole DE is the most realistic scenario. However, this will not allow us to identify causative components or the role of atmospheric aging of DE. Our previous studies evaluated the role of PM-associated leachable metals in cardiac injury, more specifically zinc (Kodavanti et al. 2008; Wallenborn et al. 2008). However, DE generated using a stationary engine and compressor is less likely to have significant quantities of leachable metals or zinc (Wichmann 2007) that can cause acute cardiac injury at concentrations likely achieved in the present study. We did not measure leached-off elemental components in the present study. Most DE effects have been attributed to organic components and carbon (Singh et al. 2004; Wichmann 2007). The compositions of DE are likely to vary depending on the engine design, fuel composition, and elemental and organic carbon contents (Singh et al. 2004). Thus, the extent of response seen our study may vary depending on the DE sample tested.

A number of our studies have attempted to determine cardiac pathology, hematology, and systemic markers of cardiac injury after acute or subchronic pulmonary PM exposure (Kodavanti et al. 2003, 2008; Wallenborn et al. 2007). However, in most cases, mild to negative findings are obtained. This could be due to the insensitivity of these markers to subtle cardiac injury caused by PM under variable background of the host species. It is also likely that 1-month DE exposure might just alter cell response, leading to change in expression pattern, and may not produce classical signs of cardiac inflammation, hypertrophy, or fibrosis that can be discerned by histologic analysis of cardiac tissues. To determine the extent of cardiovascular injury caused by PM, in general, classical markers of inflammation up-regulated in most disease conditions are analyzed. DE exposure did not affect genes involved in inflammatory response in the heart, but led to down-regulation of numerous genes critical in compensatory response. 

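Il1b, interleukin-1β, had a signal of 69.9 ± 29.3 (SD, n = 4) in WKY-air and 121 ± 26.2 in WKY-DE (log2 fold change 0.71, SE 0.24, limma adjusted p = 0.123). Icam1, an adhesion molecule for leukocytes, was 244 ± 51.0 and 131 ± 47.1 (log2 fold change −0.87, SE 0.36, limma adjusted p = 0.189). Of 29 inflammatory mediators 0 were called in WKY-DE by limma, also when adjusted over the list alone (median 0.15, mean 0.12, camera adjusted p = 0.918 for a lower rank), and 0 in SH-air (median −0.18, camera adjusted p = 0.198). Of 14 macrophage markers 0 were called in WKY-DE (median −0.14, camera adjusted p = 0.0611), and 1 was lower in SH-air, the protease Ctss (−0.83, limma adjusted p = 0.0106), and 2 when adjusted over the list alone (median −0.22, camera adjusted p = 0.0168, and adjusted p = 0.181 with an estimated correlation). Ciita, the transactivator of class II genes, rose in WKY-DE from 186 ± 38.9 to 319 ± 41.7 (log2 fold change 0.74, SE 0.16, limma adjusted p = 0.0364), 1 higher of the 16 antigen presentation genes, also when adjusted over the list alone (median 0.04, camera adjusted p = 0.927 for a lower rank). Cd3g of the T-cell receptor complex rose from 41.9 ± 14.3 to 129 ± 37.5 (log2 fold change 1.31, SE 0.28, limma adjusted p = 0.0346), 1 higher of 10 lymphocyte markers, also when adjusted over the list alone (median 0.48, camera adjusted p = 0.0872, and in SH-air median 0.20, camera adjusted p = 0.198). Il12b, a subunit of interleukin-12 and interleukin-23, rose from 31.4 ± 20.4 to 155 ± 56.8 (SE 0.35, limma adjusted p = 0.0221). After quantile normalization Ciita (0.59), Cd3g (1.10) and Il12b (1.68) were not called, and camera called the macrophage markers lower in WKY-DE.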

Down-regulation of compensatory mechanisms and its association to mitochondrial impairment needs to be further investigated using acute and chronic exposure scenarios.

Although no expression changes were apparent in SH rats after DE exposure, determining expression profiles for these rats in parallel to WKY provided novel insights into the potential mechanism of cardiac DE effects. 

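Fam84b was the gene called for the strain by exposure interaction, with a signal of 48.9 ± 5.67 (SD, n = 4) in WKY-air, 8.67 ± 3.54 in WKY-DE, 10.4 ± 3.88 in SH-air and 20.7 ± 7.90 in SH-DE (log2 fold change −1.86, SE 0.24, limma adjusted p = 0.0200). It was not called with an offset of 1, an intensity trend or the replicate number as a block. It was also not called without WKY-air replicate 4, WKY-DE replicates 2 or 3, SH-air replicates 2 or 4 or SH-DE replicates 1 or 3. Its group means lie below 62.5, the 25th percentile of all values. Leaving out the dimmest 40% of probe sets therefore removed Fam84b and did not test it. Of 100 draws of the exposure labels 6 gave at least 1 call. Col5a3, at 28.0 ± 15.1 in SH-DE, had an interaction of −2.38 (adjusted p = 0.0770), the mitochondrial ribosomal protein Mrps12 of −0.98 (adjusted p = 0.0770), Marveld1 of −1.88 (adjusted p = 0.0770) and Tes of −2.06 (adjusted p = 0.0770) on the log2 scale (limma), called after quantile normalization. The DE effects in SH and WKY rats correlated with r = 0.0278 across probe sets, which are not independent replicates. By camera the other matrix genes differed in their response to DE between the strains, lower in WKY (median difference −0.44, adjusted p = 8.76e-13, and adjusted p = 0.0125 with an estimated correlation), as did the fibroblast markers (median difference −0.64, adjusted p = 8.75e-12, and adjusted p = 0.0125 with an estimated correlation). In SH rats given DE the other matrix genes had a median of 0.20 (camera adjusted p = 0.0147, and adjusted p = 0.324 with an estimated correlation) and the fibroblast markers of 0.15 (camera adjusted p = 6.22e-04, and adjusted p = 0.271 with an estimated correlation). Myl7 was 2400.0 ± 3702 in SH-DE and moved with them.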

One likely explanation for the lack of demonstrable effect in SH rats is that the genes down-regulated by DE were already repressed in control SH rats and therefore a further DE effect was not demonstrable. To understand the significance of this down-regulation, it is important to study these genes in the context of cardiovascular disease. Genes that were down-regulated include those involved in stress response, compensatory mechanisms, growth factors, and extra cellular matrix components. Notable examples of inhibited matrix metabolism genes include cycline kinase inhibitors, TGF-β, and several downstream matrix components. 

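Cdkn1a, the cyclin-dependent kinase inhibitor p21, fell from 1829 ± 204 (SD, n = 4) in WKY-air to 827 ± 175 in WKY-DE (log2 fold change −1.15, SE 0.17, limma adjusted p = 0.0155) and was 752 ± 107 in SH-air (log2 fold change −1.27, SE 0.17, limma adjusted p = 0.00115). Its other probe set changed by −1.19 (adjusted p = 0.119) with DE and by −2.65 (adjusted p = 0.00259) with strain (limma). Tgfb3 had a signal of 497 ± 71.9 in WKY-air, 333 ± 61.3 in WKY-DE and 249 ± 27.7 in SH-air, a DE effect that did not pass the test (log2 fold change −0.57, SE 0.16, limma adjusted p = 0.0722) and a strain effect that did (log2 fold change −0.95, SE 0.16, limma adjusted p = 0.00531). Tgfb1 was 326 ± 67.2 in WKY-air and 192 ± 32.1 in WKY-DE (log2 fold change −0.71, SE 0.32, limma adjusted p = 0.222), and both probe sets of Tgfb2 failed the test (−0.56, adjusted p = 0.299 and −0.33, adjusted p = 0.171, limma). Of 20 genes of TGF-β signaling 0 were called in WKY-DE by limma, 1 higher and 1 lower when adjusted over the list alone (median −0.14, camera adjusted p = 0.0204, and adjusted p = 0.193 with an estimated correlation), and 2 were lower in SH-air, also when adjusted over the list alone (median −0.16, camera adjusted p = 0.00993, and adjusted p = 0.181 with an estimated correlation). Of the 14 growth arrest genes 1 was lower in WKY-DE, Cdkn1a, and 2 when adjusted over the list alone (median −0.06, camera adjusted p = 0.0635).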

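Col5a3, a chain of collagen V, fell from 144 ± 52.5 (SD, n = 4) in WKY-air to 26.8 ± 15.9 in WKY-DE (SE 0.26, limma adjusted p = 0.00989) and was 14.6 ± 0.947 in SH-air (log2 fold change −2.33, SE 0.26, limma adjusted p = 2.16e-04). Col1a2, a chain of collagen I, fell from 4196 ± 1143 to 2273 ± 297 (log2 fold change −0.85, SE 0.21, limma adjusted p = 0.0498), with −0.36 on its other probe set. Of 16 collagens 2 were lower in WKY-DE, and 4 when adjusted over the list alone (camera adjusted p = 3.28e-06, and adjusted p = 0.0922 with an estimated correlation). Mgp, the matrix Gla protein that inhibits calcification, fell from 18051 ± 2324 to 10870.3 ± 1178 (log2 fold change −0.73, SE 0.15, limma adjusted p = 0.0308), Mfap4 of elastic fibers from 2278 ± 258 to 1129 ± 71.3 (SE 0.22, limma adjusted p = 0.0364) and Ccn2, connective tissue growth factor, from 2987 ± 469.6 to 1708 ± 289.6 (log2 fold change −0.80, SE 0.19, limma adjusted p = 0.0462). Of 35 other matrix genes 3 were lower, and 13 when adjusted over the list alone (median −0.35, camera adjusted p = 8.72e-11, and adjusted p = 0.0258 with an estimated correlation). Of 13 fibroblast markers, which share collagens I and III and Mfap4 with these lists, 2 were lower and 7 when adjusted over the list alone (median −0.44, camera adjusted p = 7.91e-08, and adjusted p = 0.0369 with an estimated correlation). Camera at the preset correlation called 15 lists in WKY-DE, and another split of the same arrays called as many (2 of 35 splits). The atrial markers Myl7 and Myl4 were lower in WKY-DE as well, by −2.66 and −2.23 on the log2 scale, without passing the test. Over the 51 matrix genes the mean log2 difference was −0.45 (95% interval −0.62 to −0.27), and −0.33 (−0.49 to −0.17) with the atrial markers of each array as a covariate. Col1a2, Mgp, Mfap4 and Ccn2 were not called after quantile normalization, at −0.77, −0.55, −0.98 and −0.76 on the log2 scale (limma adjusted p = 0.0773, 0.0505, 0.0505 and 0.0676).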

Cycline kinase inhibitors regulate matrix production in vascular smooth muscles cells via TGF signaling (Weiss and Randour 2002). Thus, cycline kinase-mediated inhibition of TGF signaling may provide a potential mechanism by which matrix metabolism is altered by DE. Exposure to gasoline exhaust has been shown to up-regulate expression of matrix metalloproteinases in mouse aorta (Lund et al. 2006). 

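Mmp12, the macrophage elastase, had a signal of 67.4 ± 27.4 (SD, n = 4) in WKY-air and 127 ± 28.2 in WKY-DE (log2 fold change 0.82, SE 0.26, limma adjusted p = 0.0999). The inhibitors Timp2 and Timp1 changed by −0.45 (adjusted p = 0.110) and −0.66 (adjusted p = 0.110) and the gelatinase Mmp2 by −0.46 (adjusted p = 0.115) on the log2 scale (limma). Of 19 metalloproteinases and inhibitors 0 were called in WKY-DE by limma, and 1 was higher and 3 were lower when adjusted over the list alone (median 0.07, mean 0.16, camera adjusted p = 0.808 for a lower rank). In SH-air 2 were lower, Mmp14 (−0.82, limma adjusted p = 0.0168) and Mmp2 (−0.73, limma adjusted p = 0.0191), also when adjusted over the list alone (median −0.08, camera adjusted p = 0.198).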

We did not observe a noticeable pattern of altered expression of metalloproteinases in the hearts of DE-exposed WKY rats, which warrants examination of vascular tissues such as aorta. In hypertensive rats, Wang et al. (2004) observed a few matrix genes that were down-regulated early in the development of hypertension (similar to the age group used in the present study). Although it is not clear from our study how critical the down-regulated matrix genes are, alteration in myocardial contractility has been linked to matrix abnormalities (Ota et al. 2007). These expression changes are dissimilar to previously observed changes in the hearts of WKY rats after episodic zinc exposure (Kodavanti et al. 2008), suggesting that hypertensive pattern development may be specific to whole DE exposure and may contribute to vaso-constriction in near-road residents.

The major question that remains is why DE exposure did not change expression of any genes in SH rats. This may imply that already compensated hearts of SH may not be able to respond to DE in a manner similar to hearts of WKY, despite their greater sensitivity to plasma fibrinogen increase and pulmonary injury/oxidative stress (Kodavanti et al. 2002, 2005). The lack of demonstrable down-regulation of already down-regulated genes supports the idea that a larger insult may be needed for SH rats to be able to respond to DE. The other possible explanation for reduced sensitivity of SH rats, despite pulmonary neutrophilic inflammation being similar or greater than WKY, may include strain differences in the retention and clearance of DE from lung and the importance of longer particle presence in the lung to elicit a systemic response. To understand these mechanisms, further studies are needed to evaluate DE-clearance kinetics and the contribution of the affected genes at protein level in parallel to blood pressure measurement after DE exposure in SH and WKY rats.

## Conclusion

Our study provides novel insights into DE-induced cardiac effects and the susceptibility of the compromised heart. We report that 1-month DE exposure enhances cardiac mitochondrial oxidative stress in both healthy and hypertensive rats. This oxidative stress is associated with development of a hypertensive-like cardiac gene expression pattern in healthy rats while hearts of already hypertensive rats are spared from DE-induced further impairment in gene expression. DE exposure primarily caused down-regulation of genes already down-regulated in control SH rats at baseline but largely spared those already increased in SH rats at baseline. Thus, we provide novel evidence of potential mechanisms by which DE may produce cardiac effects in healthy and cardiovascular-compromised rats that explain physiologic impairments observed in humans.

## Figures and Tables

**Figure 1:**
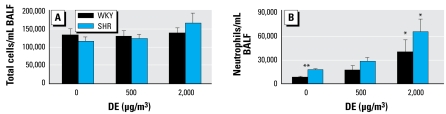
Pulmonary inflammatory response to DE as determined by analysis of BALF total cells (*A*) and neutrophils (*B*) in WKY and SH rats. Each bar represents the mean ± SE for nine animals. *Significant exposure effect.**Significant strain effect.

**Figure 2:**
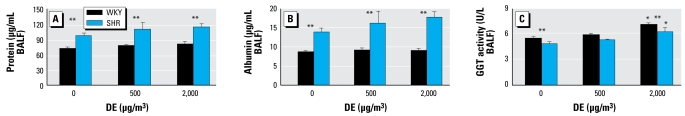
Pulmonary injury response to DE as determined by analysis of BALF levels of protein (*A*), albumin (*B*), and GGT activity in WKY and SH rats. Each bar represents the mean ± SE for nine animals. *Significant exposure effect. **Significant strain effect.

**Figure 3:**
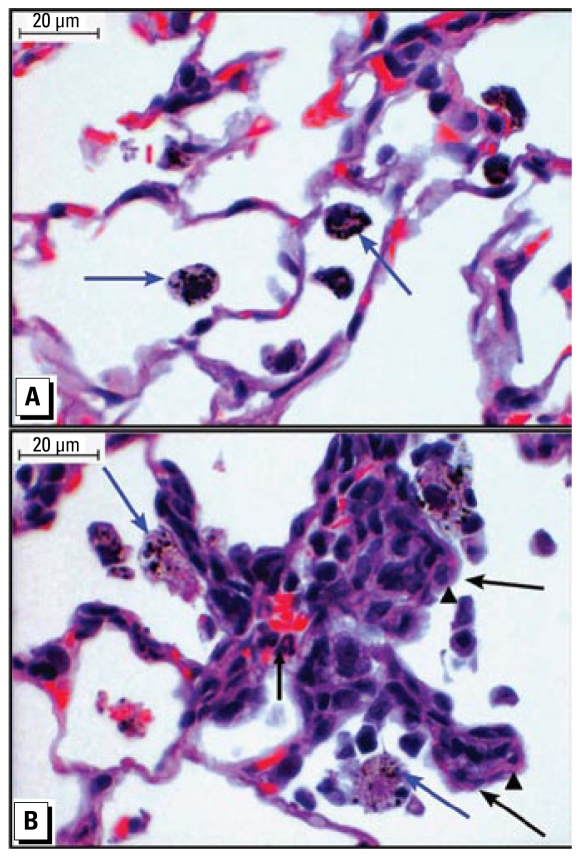
Light microscopic images of H&E-stained lung tissue sections from DE-exposed (2,000 μg/m^3^) SH rats (× 600) showing (*A*) accumulation of particle-laden macrophages (black arrows) but without extensive tissue damage, and (*B*) focal alveolar hyperplasia (black arrowhead) and inflammation (black arrows).

**Figure 4:**
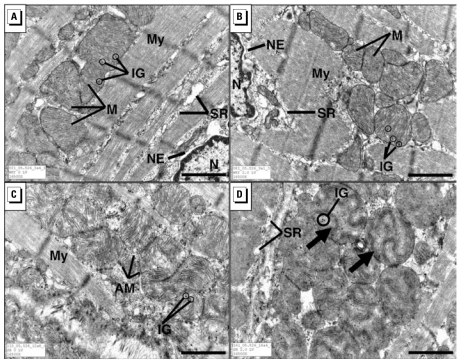
TEM findings in all three cardiac regions of WKY (*A, B*) and SH rats (*C, D*). Abbreviations: AM, abnormal mitochondria; IG, intramitochondrial granules; M, mitochondria; My, myofiber; N, nucleus; NE, nuclear envelope; SR, sarcoplasmic reticulum. (*A*) Normal appearance of cardiomyocytes and mitochondria in tissue from air-exposed WKY rats. (*B*) No significant impact of DE in WKY rats exposed to 2,000 μg/m^3^ DE. (*C*) In air-exposed SH rats, mitochondria occurred sporadically, exhibiting some electron lucency and irregularly arrayed cristae; intramitochondrial granules can be seen within mitochondria, and electron-dense ribosomes surround mitochondria. (*D*) In SH rats exposed to 2,000 μg/m^3^ DE show the disorderly arrangement of cristae within the mitochondria, which is also apparent in air-exposed rats. No DE exposure effects were readily apparent. Bar = 1 μm.

**Figure 5:**
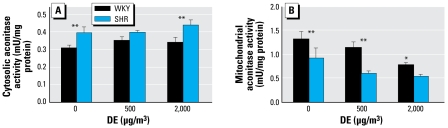
Cardiac cytosolic (*A*) and mitochondrial (*B*) aconitase activities in WKY and SH rats after exposure to DE. Each bar represents mean ± SE for six animals. *Significant exposure effect. **Significant strain effect.

**Figure 6:**
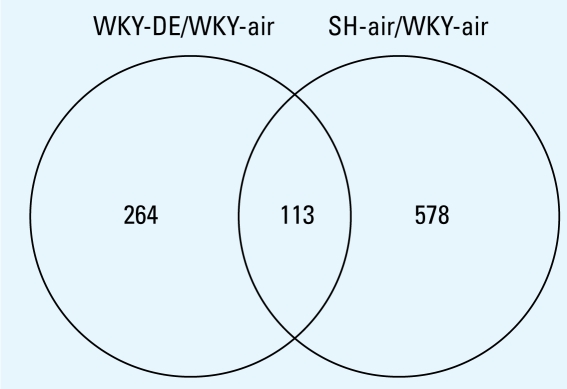
Venn diagram indicating common and differentially expressed genes in control versus DE-exposed (2,000 μg/m^3^) WKY and SH rats. Because no genes were changed by DE exposure in SH rats (5% FDR, *p* ± 0.01), only the remaining two comparisons are provided (WKY-DE/WKY-air and SH-air/WKY-air).

**Figure 7:**
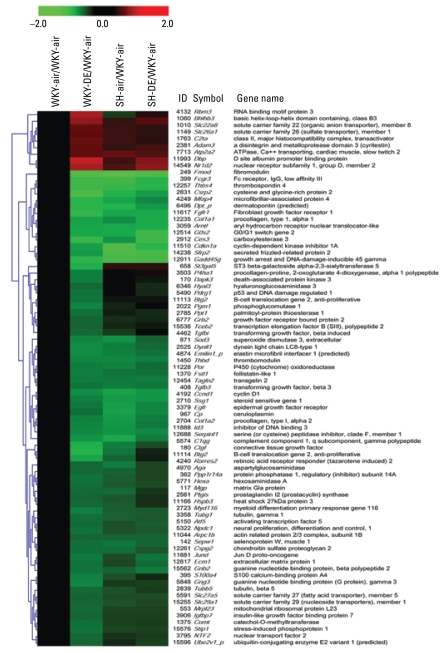
Hierarchical clustering of selected genes that are differentially expressed after DE exposure (2,000 μg/m^3^) in WKY rats. Mean values (*n* = four per group) were selected for comparing four groups. Red and green intensities indicate fold increases and decreases, respectively, in gene expression (expressed as log_2_). WKY-air group is compared with all other groups (WKY-DE, SH-air, and SH-DE). The gene ID refers to Unigene ID (Pontius et al. 2003).

**Figure 8:**
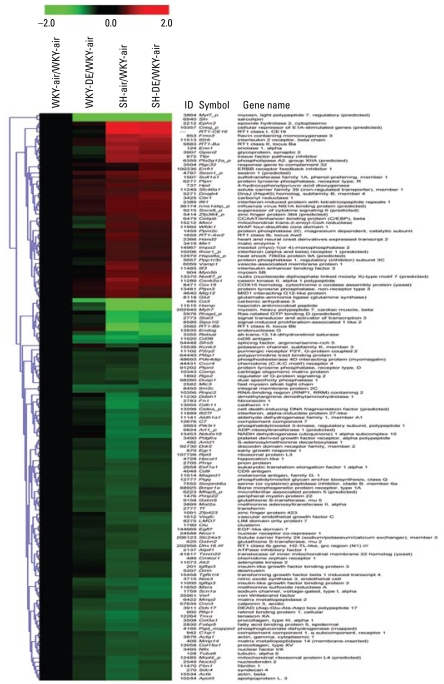
A heat map showing strain-related differences in expression pattern as fold-change intensities from group contrasts with WKY-air control. Red and green intensities indicate fold increases and decreases, respectively, in gene expression (expressed as log_2_). For this heat map, significant genes for SH-air/WKY-air were selected, and those included in the first heat map were deleted. The WKY-air group was compared with all other groups (air and 2,000 μg/m^3^ DE in both strains). The gene ID refers to unigene ID (Pontius et al. 2003).

**Table 1:** Summary of concentrations and characteristics of the DE particles and gases within the animal exposure chambers.^a^

Constituent (unit)	Low exposure	High exposure
Particle mass concentration by TEOM (μg/m^3^)	507 ± 4	2,201 ± 14
Particle mass concentration (filter)^b^ (μg/m^3^)	467 ± 16	2,037 ± 23
Particle number concentration^c^ (no./cm^3^)	6.1 × 10^5^ ± 8.8 × 10^4^	1.5 × 10^6^ ± 1.6 × 10^5^
O_2_ (%)	20.6 ± 0.02	20.4 ± 0.02
CO (ppm)	1.3 ± 0.07	4.8 ± 0.26
NO (ppm)	< 2.5	5.9 ± 0.28
NO_2_ (ppm)	< 0.25	1.2 ± 0.31
SO_2_ (ppm)	0.2 ± 0.01	0.3 ± 0.01
Number median D_p_^d^ (nm)	83 ± 2	88 ± 2
Volume median D_p_ (nm)	207 ± 2	225 ± 2
OC/EC^e^ (wt ratio)	0.3 ± 0.03	0.3 ± 0.03
Temperature (°C)	22.4 ± 0.06	22.2 ± 0.06
Relative humidity (%)	54.8 ± 0.30	60.8 ± 0.30

TEOM, tapered element oscillating microbalance.

a O_2_, CO, NO, NO_2_, SO_2_, temperature, and relative humidity data represent mean ± SE from continuous measurements taken over the entire 30-day (4 hr/day × 5 days/week × 6-week) exposure.

b Filter data represent mean ± SE from one measurement per day taken over the 6-week exposure.

c Particle number concentration data represent mean ± SE from one representative measurement per week for both low and high exposure chambers taken over the 6-week exposure.

d D_p_ indicates particle geometric number and volume median diameters for a single representative particle size distribution ± geometric standard deviation. Volume information is calculated from number-based mobility diameters and assume spherical particles.

e OC/EC data represent mean ± SE from one measurement per day taken over the 6-week exposure.

How the deposited data were processed for this re-analysis (not part of the article)

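Left ventricular RNA of 16 male rats was hybridized to Affymetrix Rat 230A arrays, 4 arrays in each of the WKY-air, WKY-DE, SH-air and SH-DE groups. The deposited table gives 1 intensity (signal) per probe set and array on a linear scale. According to the sample records the authors computed these intensities with MAS5, whose version is not given, and the values show that each array was scaled to a mean of 500 after trimming 2% at each end. The paper describes RMA for its own gene lists, with a normalization that it words as quartile, and those values are not in the deposited table.

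From the deposited intensities, the 57 control probe sets were left out and the other 15866 of 15923 were converted to log2 after adding 16.1, the 10th percentile of all values. At most 12.6% of the probe sets of an array lay below this offset. No filter on dim probe sets and no further normalization was applied. Group means were compared in 1 linear model of the 16 arrays with limma 3.58.1 in R 4.3.3, with moderated variances (12 residual and 2.68 prior degrees of freedom) and Benjamini-Hochberg adjustment over 15866 probe sets. The comparisons were SH-air with WKY-air, WKY-DE with WKY-air, SH-DE with SH-air, SH-DE with WKY-air, and the strain by exposure interaction. A probe set was called at an adjusted p under 0.05 and an unadjusted p under 0.01. The paper's Discussion gives an FDR of 5% and p < 0.01, while its Methods, as worded, limit the adjusted p to 0.01, which was run as an alternative. The number of arrays limits the precision.

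Probe sets were named through the platform annotation. Of those tested, 12783 have 1 gene, 312 have several and 2771 are not in the annotation, and the symbols of 12748 were updated through their Entrez identifiers. Only probe sets with 1 gene were counted and named. A gene with several probe sets is represented in lists by the one with the highest mean over the 16 arrays. The genes named are the 10 with the largest change in each direction among those called in WKY-DE and in SH-air whose groups do not overlap, the 5 of lowest p in each direction, by the probe set that represents the gene, for SH-DE against SH-air and for the interaction, up to 4 members of lowest p in each gene list, the genes named in the paper's text and genes legible in Fig. 7, whose direction in the picture was seen beforehand.

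The 35 gene lists are 23 of pathways and 12 of cell type markers. The pathway lists are collagens, other extracellular matrix, TGF-β signaling, metalloproteinases and their inhibitors, antioxidant defence, oxidative phosphorylation, the tricarboxylic acid cycle, fatty acid uptake and oxidation, clock genes of the Dbp and Per phase and of the Bmal1 phase, immediate early genes, growth arrest, heat shock proteins, cold-induced RNA-binding proteins, inflammatory mediators, the aryl hydrocarbon receptor response, hypertrophy markers, calcium handling and ion channels, vascular tone, antigen presentation, the non-muscle cytoskeleton, ribosomal proteins and the proteasome. The cell type lists are ventricular and atrial cardiomyocytes, fibroblasts, endothelium, smooth muscle and pericytes, macrophages, lymphocytes, erythroid cells, adipocytes, epicardium, Schwann cells and mast cells. Lists were tested with camera at a preset correlation of 0.01 and, as alternatives, with an estimated correlation and with fry. The list of matrix genes set against the atrial markers holds 51 genes, the collagens and the other matrix genes together.

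The WKY-DE and SH-air comparisons share the WKY-air arrays. Their same-sign share, correlation and covariance over all probe sets were therefore set beside 100 simulated draws of unchanged groups, their overlap beside independent lists, and both beside the 6 ways of giving 2 WKY-air arrays to each comparison. Distances between groups are mean squared log2 differences less the part expected from sampling. Correlations within groups were tested by permutation. The calculations were tested on simulated data with 200 changed probe sets in the WKY-DE comparison, where 5 unchanged probe sets of 15866 were called.

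The alternatives were an adjusted p under 0.01, offsets of 1 and of 62.5 (the 25th percentile), quantile normalization, leaving out the dimmest 40% of probe sets, an intensity trend with robust moderation, array weights, a model of the compared groups alone, the replicate number as a block, counting genes in place of probe sets, and leaving out each array in turn. A covariate from the atrial markers of each array, and leaving out WKY-DE replicate 3 with SH-DE replicate 3, were added after seeing the data. The PCR and aconitase measurements of the paper have no deposited values and were not analyzed, gene names were not sought for probe sets outside the annotation, and probe sequences were not compared with variants of either strain.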

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

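The tests of the atrial markers within groups and of the direction of the calls after quantile normalization, the atrial covariate among the settings, and the comparison of the split arrays with whole simulated draws were chosen after the results were seen.

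Single arrays stood apart from the other 3 of their group in 30 of 436 groups of values, where chance gives about 5%. By array, the median signal of WKY-air replicate 2 was 177 against 190.2 to 192. Mean log2 values of gene lists stood apart for clock output genes in WKY-DE replicate 3 (7.94 against 8.18 to 8.20 in the other arrays), growth arrest genes in SH-air replicate 3 (9.72 against values from 9.58), heat shock genes in SH-air replicate 3 (11.68 against 11.44 to 11.46), fibroblast markers in SH-air replicate 2 (10.40 against 10.21 to 10.23), adipocyte markers in SH-air replicate 4 (7.64 against 7.16 to 7.24) and epicardial markers in WKY-air replicate 2 (6.10 against 6.63 to 6.67). SH-DE replicate 3 stood apart 6 times on the log2 scale, for RT1-CE16 (8.02 against 9.49 to 9.67), Creg1 (9.36 against 9.94 to 9.97), Col5a3 (6.06 against 5.11 to 5.25), Inf2 (7.66 against 5.63 to 5.75), Sesn1 (9.49 against 10.14 to 10.17) and Atp2a2 (10.48 against 9.91 to 9.98). In the other SH-DE arrays the values apart were Emilin1 in replicate 4 (5.05), Cntn5 in replicate 1 (5.20) and Nos3 in replicate 2 (7.47). In WKY-air they were Ifit1 in replicate 3 (5.75), Col5a3 (7.90) and Inf2 (8.19) in replicate 4, and Ahr (4.93) and Atp2a2 (11.96) in replicate 2. WKY-DE gave Ifit1 (8.59), Fam84b (4.91) and Atp2a2 (7.51) in replicate 4, Col5a3 in replicate 1 (6.06) and Slc10a1 in replicate 3 (6.84). SH-air gave Dusp4 in replicate 1 (5.92), C5ar1 (8.11) and the other probe set of Cdkn1a (4.66) in replicate 3 and Sesn1 in replicate 2 (9.97). The values of Atp2a2 come from different probe sets.

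The interaction of strain and DE was called for Fam84b, at −1.86 on the log2 scale (limma adjusted p = 0.0200), a call lost at an offset of 1, with the replicate number as a block and without any 1 of 7 arrays, and for which chance cannot be excluded. By camera with an estimated correlation, the effect of DE differed between the strains for the other matrix genes (median difference −0.44, adjusted p = 0.0125) and the fibroblast markers (median difference −0.64, adjusted p = 0.0125). The atrial markers went the same way and further (median difference −2.44, camera adjusted p = 0.00660, and adjusted p = 0.260 with an estimated correlation), with a mean log2 value of 11.60 in SH-DE replicate 3 against 8.70 to 10.24 in the other SH-DE arrays. With the atrial covariate both lists were called by camera at the preset correlation. The covariate was not run with an estimated correlation, and how much of the difference goes with the atrial markers was not measured.

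The atrial markers Myl7, Myl4 and Sln were high in WKY-air and differed widely between arrays of 1 group. If pieces of atrium lay in some of the dissected samples, the 3 genes would follow each other within groups. Over the 16 arrays, each less its group mean, Myl4 followed Myl7 with r = 0.971 (permutation test, p = 5e-05, adjusted 1e-04 over 2 relations; Spearman rho = 0.947, p = 1.7e-04, adjusted 3.4e-04) and Sln with r = 0.888 (permutation p = 0.00216, adjusted 0.00216; rho = 0.865, p = 0.0025, adjusted 0.0025), and r was 0.955 and 0.879 without the 2 arrays farthest from the median. Of the other measured atrial markers, Nppa, which the ventricle also expresses, was 30316 ± 14568 (SD, n = 4) in WKY-air, 16464 ± 7410.2 in WKY-DE and 14839 ± 5515 in SH-air, Dkk3 was 2682 ± 541, 1899 ± 234 and 1173 ± 172, and Kcnj3, at 288 ± 93.2, 504 ± 216 and 541 ± 233, went the other way without passing the test. These values are consistent with atrial tissue in some of the pieces, and a coordinated change of the 3 genes within ventricular tissue stays open. The matrix genes followed the mean of these markers within groups (r = 0.673, permutation p = 0.0045; rho = 0.706, p = 0.00359; r = 0.572 without the 2 farthest arrays). With that mean as a covariate, 73.9% of the matrix difference between WKY-DE and WKY-air was kept (ratio 0.739). The difference was −0.45 (95% interval −0.62 to −0.27) before and −0.33 (−0.49 to −0.17) after. A covariate from the mean log2 value of a few markers may take out less than the whole share of atrial tissue. The part kept therefore cannot decide whether atrial tissue is the whole source of the difference. Of the difference between SH-air and WKY-air 54.4% was kept (−0.56, −0.73 to −0.38, before and −0.30, −0.53 to −0.07, after). A change of fibroblasts or matrix with DE, which the design names, stays open and was not tested further.

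The resemblance of the DE and strain fold changes has 2 technical explanations that were tested. Shared WKY-air arrays alone give a covariance, and with these arrays split the mean covariance was 0.519 of that with shared arrays, 0.0538 against 0.104. Not every one of the 6 ways, 0.0469 to 0.0621, lay above the highest simulated value for unchanged groups, 0.0568, while the mean lay above the mean of all 100 simulated draws, of which the highest was 0.0350. With split arrays the simulated unchanged groups had a mean covariance of −0.00312. These values argue against the shared arrays as the whole source of the resemblance. How much of it the shared arrays contribute was not settled, since some single ways lay within the simulated range. With the atrial covariate the covariance net of sampling fell to 0.401 of its value, from 0.0591 to 0.0237, and this ratio was 0.204 to 0.737 when 1 array was left out. The atrial markers differ between the groups compared, so the covariate also takes up effects of strain and DE, and atrial tissue and a shared effect cannot be told apart here. A response to DE that resembles the hypertensive strain remains among the open explanations.

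More probe sets were called higher than lower in WKY-DE, and the median signal of these arrays was higher at 1 trimmed mean. After quantile normalization 54.4% of the calls were lower. That step takes out a shift of the median whatever its source, here from 0.10 to 0.01 on the log2 scale. The reversal therefore cannot tell the scaling of the deposited values from a real rise. Among the 10 genes with the largest increase, those no longer called still had log2 fold changes from 1.38 (Pianp) to 1.68 (Il12b). The calls were fewer, 79 of which 74 were among the 239, and without the dimmest 40% of probe sets 33.7% of 537 calls were lower, which argues against the dimmest probe sets as the source of the whole excess. A real rise of many transcripts with DE is removed by quantile normalization as well, so it stays open.

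Other splits of the arrays were compared with the real groups. For SH-air against WKY-air the highest of the other splits gave 3 calls against 401, and 1 of 35 splits, the real one, gave as many. This is the lowest result that 35 splits can give, so it argues against chance without excluding it. The same holds for WKY-DE against WKY-air (239, highest other 5, 1 of 35) and for SH-DE against WKY-air (244, highest other 3, 1 of 35). For the 12 lists called in SH-air the margin was small (highest other 10, 1 of 35). Other draws or splits gave as many for the interaction (1 call, highest other 28, 6 of 100 draws) and for the 15 lists called in WKY-DE (highest other 15, 2 of 35). Chance cannot be excluded there either. For SH-DE against SH-air the splits decide nothing, since with 0 calls each of the splits, 35 of 35, gives as many (highest other 3).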

How the results depend on the processing

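Counts of calls are given in the order SH-air against WKY-air (401), WKY-DE against WKY-air (239), SH-DE against SH-air (0), SH-DE against WKY-air (244), interaction (1) and overlap of DE with strain calls (60), for the counts that moved by more than 1.5-fold. An adjusted p under 0.01 gave 84, 3 and 52, an interaction count of 0 and an overlap of 2, and 100% of the WKY-DE calls lower in place of 30.1%, a reversal among 3 calls. An offset of 1 gave 0 for the interaction, and the offset at the 25th percentile gave 441 in WKY-DE, 4 for the interaction and 99 shared. Quantile normalization gave 79 in WKY-DE with 54.4% lower, a reversal, 6 for the interaction and 23 shared. Without the dimmest 40% of probe sets 625, 537 and 503 were called against 401, 239 and 244, with 2 for the interaction and 135 shared. An intensity trend gave 620, 542, 1 and 500, with 2 for the interaction and 143 shared, and array weights gave 427 in WKY-DE, 2 in SH-DE against SH-air and 93 shared. Models of the compared groups alone, with fewer residual degrees of freedom, gave 135, 29 and 49, with 7 shared. The replicate numbers do not pair the samples (24 pairs of arrays with 1 number, mean r −0.0321, −0.190 to 0.148, 2 above 0.1, against a mean of 0.0107 for other pairs), and with the number as a block 242, 88, 1 and 119 were called, with 0 for the interaction and 22 shared; the block ended no list's call. The atrial covariate, chosen after seeing the data, gave 5, 7 and 11 against 401, 239 and 244, 0 for the interaction and 1 shared, with 57.1% of WKY-DE calls lower, a reversal. The covariate follows the groups. Without WKY-DE replicate 3 and SH-DE replicate 3, also chosen after seeing the data, WKY-DE gave 79 with 45.6% lower, SH-DE against WKY-air 368, the interaction 0 and the overlap 31. The covariance of the fold changes with split arrays, 0.0538, was 0.0798 at an offset of 1 and 0.0318 at the 25th percentile. Lists called by camera, 15 in WKY-DE, 12 in SH-air, 10 in SH-DE against SH-air and 14 for the interaction, were 4, 2, 0 and 2 with an estimated correlation, 0 in SH-DE and 8 for the interaction by fry, 5 in SH-DE after quantile normalization, 7 in SH-air with the atrial covariate, and 6 in SH-DE without the pair of DE arrays. With 1 array left out, the counts ranged from 197 to 452, 35 to 240, 0 to 3, 75 to 413 and 0 to 6, the overlap from 7 to 69, the share of lower calls from 22.5% to 46.9%, the share of shared calls with 1 direction from 96.4% to 100%, the covariance from 0.0464 to 0.0659, and the lists from 13 to 18, 11 to 14, 6 to 10 and 11 to 15. Single arrays moved a count by more than 1.5-fold in SH-air (254 and 208 without WKY-air replicates 1 and 4, 231, 226 and 197 without SH-air replicates 1, 2 and 4), in WKY-DE (40, 99 and 70 without WKY-air replicates 1, 2 and 4, 62, 35, 81 and 76 without WKY-DE replicates 1 to 4, 154 without SH-air replicate 4), in SH-DE against SH-air (1 without WKY-air replicate 3, 2 and 1 without SH-air replicates 1 and 3, 3 without SH-DE replicate 1), in SH-DE against WKY-air (126, 153 and 125 without WKY-air replicates 1, 2 and 4, 94, 75, 413 and 81 without SH-DE replicates 1 to 4), in the interaction (5 and 0 without WKY-air replicates 2 and 4, 3, 0 and 0 without WKY-DE replicates 1, 2 and 3, 0, 6 and 0 without SH-air replicates 2, 3 and 4, 0, 0 and 3 without SH-DE replicates 1, 3 and 4) and in the overlap (14, 35 and 21 without WKY-air replicates 1, 2 and 4, 17, 7, 28 and 25 without WKY-DE replicates 1 to 4, 34, 28 and 22 without SH-air replicates 1, 2 and 4, 35 without SH-DE replicate 1); the share of lower calls was 46.9% without WKY-DE replicate 3, and the lists in SH-DE against SH-air were 6 without SH-DE replicate 1. Among the named genes, over all settings, 9770 comparisons kept their side of the threshold, 1013 lost and 224 gained a call. Counted as reversed was 1, Sln in SH-air with the atrial covariate (1.15). Sln is itself one of the markers in that covariate, so this reversal is no test of Sln. Among the gene lists these numbers were 3389, 171, 68 and 4. Named genes without a call could change sign and still count among the 9770. The brightest probe set of Atp2a2 did so after quantile normalization (0.02 in WKY-DE and 0.04 in SH-air). The reversed lists were fatty acid oxidation (camera adjusted p = 0.0356, over settings of camera 0.0356 to 0.752, and 0.998 by fry) and ventricular cardiomyocyte markers (0.870, 4.52e-08 to 0.870) in WKY-DE and oxidative phosphorylation in SH-DE (0.852, 9.09e-06 to 0.852), all after quantile normalization, and ventricular cardiomyocyte markers in SH-air with the atrial covariate (0.0489, 0.0132 to 0.944). Apart from the fewer arrays or probe sets and the moved median, the cause was not tested. Signal over background limits the dim probe sets, since the offset damps changes below 16.1. Slc10a1, Irx4, Klc3, Cntn5, Tes, Lsr, Col5a3 and Fam84b had group means below it, and fold changes that involve these groups were damped.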

Differences from the paper's values

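The paper's Methods call probe sets at p < 0.01 after adjustment at an FDR of 5%, which as worded limits the adjusted p to 0.01. At that limit 84, 3 and 2 were found for the counts below, farther from the paper's. At an adjusted p under 0.05 and an unadjusted p under 0.01, used here, 401 probe sets were called between SH-air and WKY-air, and the paper's value is 691. For WKY-DE against WKY-air 239 were called, and the paper's value is 377. For the probe sets called in both 60 were found, and the paper's value is 113. Among the alternatives set before the data were examined, 3 gave all of these values within 1.5-fold of the paper's, the offset at the 25th percentile (507, 441 and 99), leaving out the dimmest 40% of probe sets (625, 537 and 135) and an intensity trend (620, 542 and 143). Array weights did so for DE (427) and the overlap (93) but not for strain (444). The others did not, an adjusted p under 0.01 (84, 3 and 2), an offset of 1 (348, 176 and 43), quantile normalization (407, 79 and 23), the compared groups alone (135, 29 and 7), the replicate number as a block (242, 88 and 22), counting genes (339, 206 and 51), and each array left out in turn. The atrial covariate (5, 7 and 1), chosen after seeing the values, did not either, nor did leaving out a DE array of each strain (447, 79 and 31), also chosen after seeing the values. The paper's counts were made from RMA values and those here from MAS5 signals.

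The paper describes the genes changed by DE in WKY rats as mostly lower. Over all 239 calls 30.1% were lower here and 54.4% after quantile normalization, while of the 65 genes shown lower in Fig. 7 and measured here 61 had a lower mean and 12 were called. The paper reports a calcium ATPase as higher after DE. Fig. 7 labels it Atp2a2, without a probe set that could be matched here. None of the 4 probe sets of Atp2a2 was called, with log2 fold changes of −0.39, 1.05, 0.39 and −0.12. After quantile normalization these were 0.02, 0.84, 0.47 and −0.11, also without a call, so the largest decrease was not kept. Of the ion transporters labeled in Fig. 7, Slc22a8 was called higher (1.62), and Slc26a1 was higher without passing the test (0.97). For NO synthase and sarcolipin, which the paper gives as slightly lower after DE and in SH-air, Nos3 (−0.47 and −0.54) and Sln (−2.85 and −4.97) had the same directions, and Sln in SH-air was the call. In SH-air Nos3 was called with the offset at the 25th percentile, without the dimmest 40% of probe sets and without SH-DE replicate 2. In WKY-DE, Slc26a1 was called with the offset at the 25th percentile and with an intensity trend, and the dimmest probe set of Atp2a2 with the compared groups alone, without SH-DE replicate 3 and, chosen after seeing the values, without the DE array of each strain. The paper gives transforming growth factor β as lower, and Tgfb1 (−0.71), Tgfb2 (−0.56 and −0.33) and Tgfb3 (−0.57) were lower without a call. Tgfb3 was called without the dimmest 40% of probe sets, with an intensity trend and with array weights. The paper gives a protein tyrosine phosphatase, labeled Ptprr in Fig. 8, as higher in SH-air, and Ptprr was higher there without a call (0.78), and was called without the dimmest 40% of probe sets, with an intensity trend and without SH-air replicate 3.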

Other observations

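None of the tests of this part was chosen after the result was seen.

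Of 10 clock output genes 4 rose in WKY-DE, Dbp most, with Nr1d2 from 575 ± 167 (SD, n = 4) to 1175 ± 186 (log2 fold change 1.04, SE 0.19, limma adjusted p = 0.0220; 0.73 and 0.37 on its other probe sets, of which the first was called), Per2 from 181 ± 55.4 to 335 ± 63.7 (log2 fold change 0.86, SE 0.20, limma adjusted p = 0.0433) and Bhlhe41 (log2 fold change 0.63, SE 0.15, limma adjusted p = 0.0481). Of the 10 genes 8 had a higher and 2 a lower mean, and 5 were higher when adjusted over the list alone (camera adjusted p = 0.00307, and adjusted p = 0.0615 with an estimated correlation). After quantile normalization Per2 (0.72, limma adjusted p = 0.0888) and Bhlhe41 (0.57, limma adjusted p = 0.0803) were not called. The first of the other probe sets of Nr1d2 lost its call as well (0.65, limma adjusted p = 0.0572). In SH-air 1 was higher, Per2 (0.99, limma adjusted p = 0.0153), and 2 were higher and 1 lower when adjusted over the list alone (camera adjusted p = 0.166). In SH-DE against SH-air the median was 0.25 (camera adjusted p = 0.0397, and adjusted p = 0.271 with an estimated correlation). Of 3 genes of the Bmal1 phase 0 were called in WKY-DE by limma (median −0.05, camera adjusted p = 0.676), and Bmal1 was lower in SH-air, at 203 ± 55.4 against 372 ± 40.3 (log2 fold change −0.86, SE 0.19, limma adjusted p = 0.0244; list median −0.16, camera adjusted p = 0.0645), also when adjusted over the list alone.

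Ahr, the receptor of polycyclic aromatic compounds, rose in WKY-DE from 78.9 ± 44.4 (SD, n = 4) to 248 ± 44.9 (log2 fold change 1.65, SE 0.39, limma adjusted p = 0.0474). It was not called after quantile normalization (1.49, limma adjusted p = 0.0598). Cyp1a1, a target of this receptor, was 154 ± 27.04 in WKY-air and 149 ± 32.5 in WKY-DE. Cyp1a1 was lower in SH-air (−2.15, limma adjusted p = 0.00115), and its interaction was −2.08 (adjusted p = 0.142). Of 10 genes of this response 1 was higher in WKY-DE, and 1 was higher and 2 were lower when adjusted over the list alone (median 0.03, camera adjusted p = 0.868 for a lower rank). In SH-air 1 was higher, Ephx1, and 2 were lower, with Aldh3a1 (−1.70, limma adjusted p = 0.0330), and 1 and 3 when adjusted over the list alone (median −0.13, camera adjusted p = 0.198).

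Rpl18 (−0.60, adjusted p = 0.0353) and Rpsa (−0.44, limma adjusted p = 0.0385) fell in WKY-DE, 2 of the 4 lower among 39 ribosomal protein genes (10 lower and 1 higher when adjusted over the list alone; median −0.30, camera adjusted p = 1.17e-11, and adjusted p = 0.0849 with an estimated correlation). Acta1, the skeletal actin of the fetal program, fell from 20332 ± 3261 (SD, n = 4) to 13624 ± 537 (log2 fold change −0.56, SE 0.14, limma adjusted p = 0.0498), 1 lower of 7 hypertrophy markers, also when adjusted over the list alone (median −0.37, camera adjusted p = 1.79e-04, and adjusted p = 0.140 with an estimated correlation). Of 13 cytoskeletal genes 0 were called by limma, with Actg1 lowest in p (−0.49, limma adjusted p = 0.0617), and 3 were lower when adjusted over the list alone (median −0.29, camera adjusted p = 1.73e-04). Of 25 proteasome genes 0 were called in WKY-DE by limma, and 1 was higher and 1 lower when adjusted over the list alone (median −0.08, camera adjusted p = 0.0169, and adjusted p = 0.248 with an estimated correlation), and 0 in SH-air (median 0.04, camera adjusted p = 0.919). Of 27 immediate early genes 0 were called in WKY-DE by limma and 1 was lower when adjusted over the list alone (median −0.01, camera adjusted p = 0.247). The cold-induced genes had no call in SH-air (median −0.11, camera adjusted p = 0.619). After quantile normalization Acta1 (−0.33), Rpl18 (−0.41) and Rpsa (−0.24) were not called, and camera did not call the hypertrophy or proteasome lists in WKY-DE. Camera then called 12 lists in WKY-DE, against 15 without this step, and not every list that lost its call is named here.

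Of 12 ventricular cardiomyocyte markers 0 were called in WKY-DE by limma, and 2 were lower when adjusted over the list alone (median −0.31, camera adjusted p = 1.44e-05, and adjusted p = 0.193 with an estimated correlation), and 0 in SH-air (median −0.12, camera adjusted p = 0.0594); in WKY-DE camera gave the opposite rank, without a call, after quantile normalization. Of 11 smooth muscle markers 0 were called in WKY-DE (median 0.02, mean −0.11, camera adjusted p = 0.663) and 0 in SH-air (median −0.07, camera adjusted p = 0.755). Of 3 erythroid markers 0 were called in WKY-DE (median −0.08, mean 0.27, camera adjusted p = 0.992) or SH-air (median −0.42, mean 0.08, camera adjusted p = 0.605), and of 5 adipocyte markers 0 in WKY-DE (median −0.34, camera adjusted p = 0.297). Of 5 epicardial markers 0 were called in WKY-DE, 1 higher when adjusted over the list alone (median 0.23, camera adjusted p = 0.921), and 0 in SH-air (median 0.30, camera adjusted p = 0.859). Sox10 of Schwann cells fell in WKY-DE from 98.7 ± 37.5 (SD, n = 4) to 27.7 ± 5.74 (log2 fold change −1.33, SE 0.29, limma adjusted p = 0.0361), 1 lower of 4 markers, also when adjusted over the list alone (median −0.42, camera adjusted p = 0.0408, and adjusted p = 0.193 with an estimated correlation), with 0 in SH-air by limma (median −0.45, camera adjusted p = 0.0373, and adjusted p = 0.181 with an estimated correlation). Cpa3 of mast cells rose from 72.7 ± 15.8 to 173 ± 32.2 (log2 fold change 1.09, SE 0.26, limma adjusted p = 0.0481), 1 higher of 6 markers, also when adjusted over the list alone (median 0.55, camera adjusted p = 0.247), with 0 in SH-air (median 0.09, camera adjusted p = 0.962). Cpa3 was not called in WKY-DE after quantile normalization (0.91, limma adjusted p = 0.0809).

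In SH-DE against SH-air camera at the preset correlation called 10 lists, and none with an estimated correlation or by fry. Those not given elsewhere were fatty acid oxidation, lower (median −0.18, camera adjusted p = 3.93e-05, and adjusted p = 0.271 with an estimated correlation), ventricular cardiomyocyte markers, lower (median −0.23, camera adjusted p = 3.93e-05, and adjusted p = 0.324 with an estimated correlation), oxidative phosphorylation, lower (median −0.07, camera adjusted p = 0.0202, and adjusted p = 0.668 with an estimated correlation), the tricarboxylic acid cycle, lower (median −0.07, camera adjusted p = 0.0277, and adjusted p = 0.324 with an estimated correlation), calcium handling, lower (median −0.09, camera adjusted p = 0.0202, and adjusted p = 0.271 with an estimated correlation), ribosomal proteins, higher (median 0.11, camera adjusted p = 0.00738, and adjusted p = 0.597 with an estimated correlation), and macrophage markers, higher (median 0.20, camera adjusted p = 0.0147, and adjusted p = 0.271 with an estimated correlation). By the probe set that represents each gene, those of lowest p after Cyp1a1 were C1qtnf4 (−0.95, adjusted p = 0.423), Rfxank (−0.84, adjusted p = 0.423) and Maf (0.95, limma adjusted p = 0.423), none of which passed the test. Other probe sets of Tecpr1 (−1.89, adjusted p = 0.0993) and Amelx (0.96, limma adjusted p = 0.238) had a lower p than these and did not pass it either. SH-DE against WKY-air called 244 probe sets, 128 higher and 116 lower (94 and 102 after quantile normalization).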
